# The Effect of *In Vitro* Cultivation on the Transcriptome of Adult *Brugia malayi*

**DOI:** 10.1371/journal.pntd.0004311

**Published:** 2016-01-04

**Authors:** Cristina Ballesteros, Lucienne Tritten, Maeghan O’Neill, Erica Burkman, Weam I. Zaky, Jianguo Xia, Andrew Moorhead, Steven A. Williams, Timothy G. Geary

## Abstract

**Background:**

Filarial nematodes cause serious and debilitating infections in human populations of tropical countries, contributing to an entrenched cycle of poverty. Only one human filarial parasite, *Brugia malayi*, can be maintained in rodents in the laboratory setting. It has been a widely used model organism in experiments that employ culture systems, the impact of which on the worms is unknown.

**Methodology/Principal Findings:**

Using Illumina RNA sequencing, we characterized changes in gene expression upon *in vitro* maintenance of adult *B*. *malayi* female worms at four time points: immediately upon removal from the host, immediately after receipt following shipment, and after 48 h and 5 days in liquid culture media. The dramatic environmental change and the 24 h time lapse between removal from the host and establishment in culture caused a globally dysregulated gene expression profile. We found a maximum of 562 differentially expressed genes based on pairwise comparison between time points. After an initial shock upon removal from the host and shipping, a few stress fingerprints remained after 48 h in culture and until the experiment was stopped. This was best illustrated by a strong and persistent up-regulation of several genes encoding cuticle collagens, as well as serpins.

**Conclusions/Significance:**

These findings suggest that *B*. *malayi* can be maintained in culture as a valid system for pharmacological and biological studies, at least for several days after removal from the host and adaptation to the new environment. However, genes encoding several stress indicators remained dysregulated until the experiment was stopped.

## Author Summary

Infections with filarial worms cause serious physical impairment and affect tens of millions of people in tropical and subtropical countries. To better understand the biology and pharmacology of these parasites, *Brugia malayi* is often used as a model. This parasite can be maintained in the laboratory in Mongolian jirds, enabling researchers to test drugs *in vivo* and *in vitro*, among other studies. The effects of removing worms from their hosts and culturing them may affect many aspects of their physiology, including response to drugs, but the extent to which the worms undergo changes during culture has remained unknown. Using deep RNA sequencing and bioinformatics tools, we examined the global transcriptomic profile of *B*. *malayi* females at four different time points over 5 days in culture. Focusing on genes that are differentially expressed at various time points, we observed a general perturbation of the expression profile between dissection from the host and receipt after shipment. The expression of several genes remained changed at the end of the experiment, after 5 days under controlled conditions; in particular, genes encoding cuticle collagens were prominently represented and strongly overexpressed.

## Introduction

Lymphatic filariasis (LF) is a neglected tropical disease caused by three filarial nematodes: *Wuchereria bancrofti*, *Brugia malayi*, and *Brugia timori*, which are transmitted by several species of mosquitoes [1]. LF is presently endemic in 60 countries, mainly in subtropical and tropical regions of the world. It is estimated that over 120 million people are currently infected and up to 800 million people are at risk [2]. Chronic LF can lead to severe disabilities due to clinical manifestations such as chronic lymphoedema (elephantiasis) and hydrocoele in men, and those affected are often plagued by social stigma and adverse economic consequences [3].

In 1994, the UNDP/World Bank/World Health Organization Special Programme for Research and Training in Tropical Diseases (TDR) initiated The Filarial Genome Project (FGP); *B*. *malayi* was chosen as a model organism due to the availability of all life cycle stages for the construction of cDNA libraries [4]. In 2007, the nuclear and mitochondrial genomes of this parasite were sequenced, as well as the genome of its bacterial endosymbiont *Wolbachia* [5]. Access to genomic data is key to advancing our understanding of parasitic nematodes and developing new ways to control and eliminate diseases caused by them.

*In vitro* studies are vital to the advancement of filariasis research. A weakness of *in vitro* culture systems for all pathogens, especially metazoans such as helminths, is that they do not accurately replicate the physiological conditions at the infection site in a host, as evidenced by the inability to maintain prolonged viability of adult stages. Hence, culture studies provide results that are of uncertain relevance for the biology of the parasite *in situ*.

Organisms have the ability to sense and adapt to environmental changes (short or long term) to maintain homeostasis [6]. Alteration of gene expression plays an important role in adaptation, with extensive regulation at the transcriptional and post-transcriptional levels. Changes in environmental factors such as temperature, humidity, water, light intensity, supply of nutrients, and interactions with other organisms (i.e., infection or mechanical damage) can lead to stress and altered gene expression patterns [7]. Subsequently, changes in gene expression can occur which are not usually observed in the unstressed organism. An example is the production of heat shock proteins as a specific response to elevated temperatures, and modification of basic metabolism as a non-specific response [8].

The goal of this study was to evaluate changes in gene expression over time upon *in vitro* maintenance of adult *B*. *malayi* female worms in culture as an index of adaptation to removal from the host. We examined the worm’s global transcriptome by Illumina sequencing technology, a method shown to be highly replicable for identifying differentially expressed genes [9], from the time the parasites were extracted from jirds in Georgia (USA), shipped to Montreal (Canada), and after maintenance for up to 5 days in culture under controlled conditions. A number of *in vitro* drug testing studies have relied on worms shipped by the NIH-NIAID Filariasis Research Reagent Resource Center (FR3) at the University of Georgia [10, 11] with timing and conditions similar to those employed in the present work.

## Materials and Methods

### Ethical statement

All animal procedures were approved by the University of Georgia Institutional Animal Care and Use Committee and complied with U.S. Department of Agriculture regulations (USDA Assurance No. A3437-01).

### Worms and study design

Adult male jirds (*Meriones unguiculatus*) were injected subcutaneously with ≈400 *B*. *malayi* infective third-stage larvae (L_3_). After a minimum of 90 days post-infection (ranging from 3 to 6 months), jirds were euthanized by exposure to CO_2_ and adult worms were collected from the peritoneal cavity via lavage. Using 3 jirds in total, female worms recovered upon necropsy from an individual jird were assigned to 8 groups (4 time points, 2 technical replicates) of 8 worms without randomization, to assess transcriptomic variability attributable to host of origin (Fig 1). Worms selected for the first group (T1) were thoroughly washed in sterile PBS and flash-frozen in liquid N_2_ before being shipped on dry ice to McGill University. The remaining groups of 8 were shipped overnight in separate 15 ml tubes containing RPMI-1640 (Lonza, Walkersville MD) and 1% gentamycin (Gentamycin solution, 10 mg/ml, Sigma Aldrich, St. Louis, MO) via FedEx from Georgia to Montreal.

**Fig 1:**
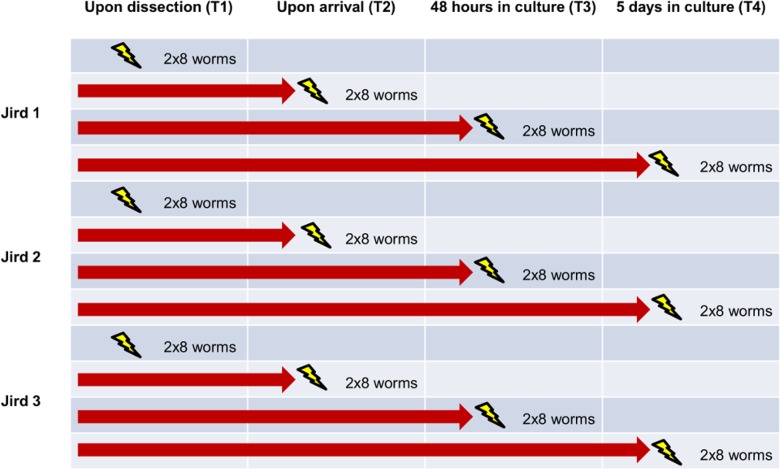
Study design. At each time point, two groups of 8 worms from each jird were washed, flash-frozen and used for RNA extraction.

Upon arrival at McGill, two separate groups of 8 worms from each jird were washed 3 times in sterile PBS and used for RNA extraction (T2). The remaining groups were incubated 1 worm per well of a 12-well plate (Costar) containing 6 ml RPMI 1640 (Sigma-Aldrich, St. Louis MO) supplemented with 10% v/v heat-inactivated fetal bovine serum (Sigma-Aldrich, F1051), 5% penicillin/streptomycin (Sigma–Aldrich) and 2% gentamycin (Gibco, 15750–060) for either 48 h (T3) or 5 days (T4) at 37°C in 5% CO_2_. On a daily basis, 3 ml of culture medium in each well was replaced with fresh medium.

### RNA extraction

Surfaces were washed with RNase AWAY (Molecular BioProducts) and all dilutions were prepared with UltraPure distilled water (Invitrogen, Life Technologies, Burlington, ON). Washed live worms were pooled in 1.5-ml tubes; immotile worms were excluded. RNA was extracted from 5 to 8 worms per group. For both live and already frozen worms (group T1), 125 μl 0.1X nuclease-free Tris-EDTA (TE) buffer, pH 8.0 (Ambion, Life Technologies, Burlington, ON) and 375 μl Trizol LS reagent (Ambion) were added to each tube on ice. Three cycles of flash-freezing in liquid N_2_ and crushing of worms in TE/Trizol LS with plastic pestles were performed to obtain homogeneous worm extracts. One hundred (100) μl chloroform was added to each tube and the samples were vortexed and incubated 3 min at room temperature. The mixtures were transferred to phase-lock gel heavy tubes (5 PRIME, Gaithersburg, MD) and centrifuged at 11,900 x *g* at 4°C for 15 min. The aqueous phase was transferred to fresh tubes and mixed with 250 μl ice-cold isopropanol. Tubes were centrifuged at 12,200 x *g* at 4°C for 30 min and left overnight at -20°C for RNA precipitation. Supernatants were discarded, pellets were washed twice with 80% EtOH and allowed to dry for several hours before resuspension in 50 μl 0.1X TE. A 10 min incubation at 55°C solubilized the pellet. Total RNA was purified and concentrated using an RNeasy Min-Elute Cleanup Kit (Qiagen, Valencia, CA). Samples were treated with DNase to remove contaminating DNA using an Ambion DNA-free Kit (Life Technologies, AM1906, Burlington, ON). The concentration and quality of the RNA for each sample was assessed by spectrophotometry (NanoDrop 1000, Wilmington, DE). RNA samples were shipped overnight on dry ice to the NIH-FR3 (Molecular Division) at Smith College (Northampton, MA) for cDNA library preparation and Illumina sequencing. RNA concentration was further verified using the Qubit RNA BR Assay Kit (Life Technologies, Q10210, Burlington, ON) and the integrity and purity was assessed on an Agilent 2100 Bioanalyzer (Santa Clara, CA).

### cDNA library preparation and Illumina sequencing

Messenger RNA (mRNA) was enriched with a NEBNext Poly (A) mRNA Magnetic Isolation Module (NEB, E7490, Ipswich, MA). Using the enriched mRNA as template, cDNA libraries were constructed using the NEBNext Ultra RNA Library Prep Kit Illumina (NEB, E7530, Ipswich, MA) and NEBNext Multiplex Oligos for Illumina (Index Primer 1–12) (NEB, E7600, Ipswich, MA) following the manufacturer’s instructions. To verify the quality, DNA concentration and product size of the cDNA libraries, a Qubit 2.0 Fluorometer (Life Technologies, Q32866), Qubit dsDNA BR assay kit (Life Technologies, Q32850), High Sensitivity DNA Analysis Kit (Agilent, 5067–4626) and Bioanalyzer were used. cDNA libraries were sequenced on an Illumina MiSeq Platform employing a 150 base pair single-end NGS setting. Data from MiSeq sequencing runs were uploaded and stored in BaseSpace (https://basespace.illumina.com) for data analysis.

### Data analysis

#### RNA sequencing analysis

Next generation sequencing unaligned raw data (fastq) files were downloaded from BaseSpace to the Mason-Galaxy platform (http://galaxy.iu.edu/ (Indiana University) [12, 13]. Files were groomed using Fastq Groomer (v 1.0.4) and quality control statistics were verified using FastQC: Reads QC (version 0.52). Quality and adapter trimming was performed using Fastq Quality Trimmer (v 1.0.0) and Trim Galore (v 0.2.8.1). Based on quality statistics, sequences were trimmed from both the 5’ and 3’ ends and adapter sequences removed. Tophat2 (v 0.6) was used for mapping gapped reads to the *B*. *malayi* reference genome (*B*. *malayi* V3 243 reference, ftp://ftp.wormbase.org/pub/wormbase/species/b_malayi/sequence/genomic/b_malayi.PRJNA10729.WS243.genomic.fa.gz). Picard alignment summary metrics were obtained from the alignment BAM files using SAM/BAM Alignment Summary Metrics (version 1.56.0) from Picard tools (http://broadinstitute.github.io/picard/) (Table 1). Differential expression analysis between time points was performed using edgeR (version 3.10.5) [14] in networkanalyst.ca [15, 16] after counting the number of reads per transcript using HTSeq-count (version 1.0.0) [17]. The union mode was used to handle reads overlapping more than one feature. All other parameters were kept at their default settings. Read counts for gene features were normalized in edgeR using the trimmed mean of M-values (TMM) method which corrects for different library sizes and reduces RNA compositional effect [18]. Tagwise (gene-specific) dispersion values were estimated by an empirical Bayes method based on weighted conditional maximum likelihood [19]. Pairwise differential expression testing between time points was performed using the exact T-test once negative binomial models were fitted and dispersion values estimated. Significance was assessed as having an experiment-wide false discovery rate (FDR) <0.01 (calculated using the Benjamini Hochberg method [20]). Genes which had a log_2_ fold-change value ≥ 1.0 or ≤-1.0 were further filtered and prioritized. Although we considered all significantly differentially expressed genes which had a FDR<0.01 biologically relevant, we applied an arbitrary fold-change cutoff to a level we considered interesting to limit the set of differentially expressed genes to a workable number for further analysis without applying too stringent a cutoff. A list of these genes for each comparison was imported into Microsoft Excel for further analysis. A Venn diagram was produced using Venny 2.0 (http://bioinfogp.cnb.csic.es/tools/venny/).

**Table 1:** Picard alignment summary metrics.

Time point	# Transcripts	Av. Total # Reads	Av. Total # Reads Mapped	Av. Total # High Quality Reads Mapped	% High Quality Reads Mapped
**T1 = upon dissection**	11485	1494658	1494570	1185542	79.32
**T2 = upon arrival**	11596	2352432	2352242	1702625	72.38
**T3 = 48 h**	11628	1290903	1290786	996403	77.19
**T4 = 5 days**	11456	1567087	1566944	1217739	77.71

Summary of the sequencing and mapping of the data to the *B*. *malayi* transcriptome from BAM files.

#### Bioinformatics analysis of the sequence data

From lists of filtered genes for each pairwise comparison between time points, the Wormbase Gene ID was used to retrieve the primary corresponding sequence name of the gene from Wormbase (http://www.wormbase.org/) and the UniProt accession number [21]. Available Gene Ontology (GO) terms [22] were obtained from the *B*. *malayi* gene table from nematode.net (v 4.0; http://nematode.net/NN3_frontpage.cgi) [23, 24], Gene Ontology (GO) term and KEGG/Panther pathway enrichment analysis was performed using KOBAS 2.0 [25]. As the free-living nematode *Caenorhabditis elegans* is exceptionally well-annotated and in the same phylum as *B*. *malayi*, we used the orthologs (Uniprot accession numbers) of differentially expressed genes found in this study for enrichment analysis, considering hits with a minimal E-value of 1*10^−20^.

To visualize the RNA sequencing data, customized heat maps were created using Network Analyst [15, 16] from a count table generated in HTSeq [17]. Genes were clustered according to Euclidean distance metrics. Specific heat maps were created to examine the changes in gene expression of genes found in Gene Ontology (GO) and pathway enrichment analysis and inter-jird variability.

#### Validation of quantitative gene expression

To validate Illumina sequencing results, 5 genes were chosen at random and gene expression was analyzed by quantitative polymerase-chain reaction (qPCR) for different pairwise comparisons. For each original RNA sample, 100 ng total RNA were reverse transcribed using the SuperScript VILO MasterMix (Invitrogen, #11755–050, Life Technologies, Burlington, ON) and diluted 5-fold for qPCR reactions. Real-time PCR was performed in triplicate using specific primers designed using Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) for Bm8439, Bm9996, Bm7583, Bm1023, and Bm11095. 

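The values given here come from the counts of sequencing reads per gene, with an approximate standard error, SE, of each log2 fold-change and the adjusted p of edgeR's quasi-likelihood test. The SE was not estimated by itself. It is the size of the log2 fold-change divided by the square root of the F of that test. Bm5699 had a log2 fold-change compared to T1 of 0.28 (SE 0.15, edgeR adjusted p = 0.237) at T2, 0.19 (SE 0.14, edgeR adjusted p = 0.419) at T3 and 0.44 (SE 0.15, edgeR adjusted p = 0.0400) at T4, each estimated from 5 or 6 libraries per time point. None was called with all libraries, with any 1 of them left out, or under any of the 15 alternative settings, where the log2 fold-change at T4 ranged from 0.27 to 0.56. Without T1 1a the difference at T4 was past the FDR (edgeR adjusted p = 4.35e-04) but under a log2 fold-change of 1. At T3 the sign changed without the worms of jird 2 (-0.02).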

Bm5699 (glyceraldehyde-3-phosphate dehydrogenase, GAPDH) was chosen as an endogenous control and normalizer, as its expression was found to be stable over time and across samples. S1 Table shows the selected candidate and reference genes used for the qPCR validation of the RNAseq data. Assays were carried out in 20 μl-reaction volumes containing 10 μl 2X SYBR Select Master Mix (Life Technologies, #4472908), 200 nM final concentration of each forward and reverse primer, and 2 μl cDNA in MicroAmp Fast Optical 96-well plates (Life Technologies, # 4346907). Plates were sealed with optical adhesive film (Life Technologies, #4360954) and run in an ABI 7500 real time PCR system using the following program: 50°C for 2 min, 95°C for 2 min, 40 cycles defined as 95°C for 15 sec, 58°C for 15 sec, 72°C for 1 min, followed by a melt curve. Relative expression in the samples of interest was calculated using the ∆∆Ct method [26] for relative quantifications of each gene normalized to GAPDH (Bm5699). The correlation coefficient between Illumina RNA sequencing and qPCR data was analyzed by the Pearson test, with a statistical significance *p*<0.01.

## Results

### Sequencing and mapping

The total number of transcripts identified in each sample and the number of sequence reads for each cDNA library are shown in Table 1. 

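Adult female B. malayi taken from 3 jirds were sampled at 4 time points: upon dissection (T1), upon arrival after 24 h of shipping (T2), after 48 h in culture (T3) and after 5 days in culture (T4). At each time point worms of each jird were taken as 2 pools, and a library was made from the poly(A) RNA of each pool, so that 24 columns of counts were deposited, 6 per time point. A library is named here by its time point, the number of the jird and the letter of the pool, as in T1 1a. The authors trimmed the reads for quality and adapters, aligned them to the B. malayi genome with Tophat2 and counted the reads on each gene with HTSeq-count in union mode. The values used here are those counts as deposited, without normalization, for 12198 genes, each with at least 1 count in some library. Before libraries were averaged, the columns of one time point were compared by a chi-square statistic over genes with at least 10 counts in both columns together. T2 2b and T2 3a held identical values. T4 2b and T4 3b differed by less than the sampling noise, with a chi-square of 0.0173 per degree of freedom, while the pairs of columns that were not joined gave between 1.55 and 12.3. Each of these pairs was counted as 1 library whose jird is not known, named T2 2b-3a and T4 2b-3b, which leaves 22 distinct libraries, 6 at T1, 5 at T2, 6 at T3 and 5 at T4.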

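The counts on genes ranged from 502290 to 1516613 per library at T1 (median 870421), from 819804 to 2408783 at T2 (median 1268230), from 273687 to 1045618 at T3 (median 908152.5) and from 675239 to 1746883 at T4 (median 793427). Over all deposited columns the mean was 971773.5 at T1, 1504314.2 at T2, 792069 at T3 and 983170.17 at T4. The paper's averages of high quality reads mapped are 1185542, 1702625, 996403 and 1217739, and all values here use the counts on genes. Genes with at least 1 count in any library of a time point numbered 11485 at T1, 11596 at T2, 11628 at T3 and 11456 at T4, the same numbers as in Table 1. A level in CPM is a count relative to the scaled library size, in edgeR's unit. In the shallowest library, T3 1a, 1 count is worth 3.40 CPM, and in the deepest, T2 3b, 0.432. Time points were compared with edgeR's quasi-likelihood test on counts scaled by the trimmed mean of M-values, in a fit of all 22 libraries with 1 mean per time point, over the 10539 genes with at least 1 CPM in 6 or more libraries. As in the paper, a gene is called differentially expressed, or called for short, at a false discovery rate (FDR) under 0.01 by the Benjamini-Hochberg adjustment and a log2 fold-change of at least 1 in either direction. Levels are given with the SD over libraries. Each comparison was repeated under 15 alternative settings and with each library left out in turn, and a gene near the minimum was not tested under every one of them.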

An average of 76.65% of the total number of high quality sequence reads were mapped to the *B*. *malayi* transcriptome after elimination of ambiguous sequence matches. Alignment summary metrics are shown in Table 1. The number of sequence reads mapped per gene varies from one to > 49,000. 

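In the deposited counts the largest number of reads counted on 1 gene in 1 library was 52905, and the smallest total of a gene over all libraries was 1. The 10 genes with most counts took between 9.40% and 18.1% of a library's counts.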

Between 93.94% and 95.40% of all sequence reads in each library mapped to a transcript.

### Changes over time

We used gene expression levels from the transcriptome of worms immediately after extraction from jirds as the baseline/control and compared gene expression levels in the other three transcriptomes (upon arrival at McGill, after 48 h in culture and after 5 days in culture) against this baseline to identify genes with differential expression in each sample relative to time.

Pairwise comparisons between time points revealed 138 to 562 differentially expressed genes after applying log_2_ fold-change cutoffs of +1.0 and -1.0 (Tables 2 and S2). 

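Compared to T1, 113 genes were called at T2 (57 up-regulated and 56 down-regulated), 181 at T3 (84 and 97) and 192 at T4 (118 and 74), by edgeR's quasi-likelihood test. Without the limit on fold-change, 331 genes at T2, 530 at T3 and 459 at T4 were past the FDR. The median SE of a log2 fold-change over the tested genes was 0.23 for T2 vs T1. Of the called genes, 112 at T2, 180 at T3 and 189 at T4 changed in the same direction in the worms of each of the 3 jirds. The genes were called on these same libraries, so their shared direction is not independent evidence. Libraries of unknown jird took no part in it, which leaves only T2 2a and T4 2a for jird 2, and T2 3b and T4 3a for jird 3, at T2 and T4. The alternative that moved these counts most was leaving out the worms of 1 jird, which also leaves fewer libraries: without jird 2, 10 genes were called at T2, 71 at T3 and 18 at T4, and without jird 1, 154, 162 and 663. Leaving out single libraries moved the count of T2 vs T1 by more than 1.5 times to 177 without T1 1a, 69 without T1 2a, 69 without T1 3b, 67 without T2 2b-3a and 64 without T2 3b, and that of T3 vs T1 to 114 without T1 2b, 108 without T1 3b, 99 without T3 1b and 96 without T3 3a. With the replicate block, the jird taken as a block over the 20 libraries whose jird is known, 70 genes were called for T2 vs T1. Scaling by library size alone gave 36 genes up-regulated and 77 down-regulated for T2 vs T1, and 98 and 158 for T4 vs T1.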

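Of the genes that S2 Table lists, 266 could be tested for T2 vs T1, 270 for T3 vs T1 and 361 for T4 vs T1, and all of these changed in the direction listed there. Among them 105, 175 and 180 were called here, and 8, 6 and 12 called genes are not in S2 Table. The paper proposes that removal from the host and shipping perturb gene expression, and that part of this perturbation is overcome in culture. It adds that culture was itself stressful, since further genes became dysregulated at each time point. For a gene without counts at a time point, the fold given as 'at least' reads the 0 as 3 counts over that whole group. It allows for counting error in the 0 alone, and not in the counts of the other time point. The true fold can therefore be lower. This limit does not rank these genes, and at 0 counts the fitted log2 fold-change, by which they were picked, depends on the prior count. The largest fitted rise for T2 vs T1 among the called genes that changed alike in all jirds was that of Bm795, at least 12.2-fold higher at T2, with 47 counts at T2 and 0 at T1 (edgeR adjusted p = 0.00287). Bm10001, with counts at each time point, had a log2 fold-change of 4.13. The largest fitted fall was that of Bm12337, at least 4.27-fold lower at T2, with 10 counts at T1 and 0 at T2 (edgeR adjusted p = 0.00803). For Bm12337, the call was lost without T1 1b, T1 2a, T1 2b, T1 3a, T1 3b, T2 1a, T2 1b, T2 2a, T2 2b-3a and T2 3b (adjusted p of up to 0.0305, without T2 3b). Bm11095, with counts at both time points, had -2.97 for T2 vs T1. At T3, the largest fitted rise was that of Bm14623, at least 7.86-fold higher at T3, with 20 counts at T3 and 0 at T1 (edgeR adjusted p = 0.00240). For Bm14623, the call was lost at an adjusted p of 0.0120 without T3 3a. Bm10001 had 3.95 there. Bm12337 for T2 vs T1 was no longer called (edgeR adjusted p = 0.0196) with the jird as a block. Bm795 was also called for T4 vs T1, at least 10.2-fold higher at T4, with 25 counts at T4. That call was lost without T1 1b, T1 2a, T1 2b, T1 3a or T1 3b, at an adjusted p of up to 0.0218. It was also lost without T2 1a, T3 2b, T4 1a, T4 1b or T4 2a.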

Between 35.4 and 47.1% of differentially expressed genes could be assigned GO terms, while between 49.8 and 65.2% had a *C*. *elegans* ortholog. 

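Between T3 and T2, 336 genes were called, 170 of them up-regulated and 166 down-regulated at T3, and 1043 genes were past the FDR. Between T4 and T2, 211 genes were called (148 up-regulated and 63 down-regulated at T4) and 463 were past the FDR. When the libraries were scaled by library size alone, 276 genes were up-regulated and 106 down-regulated for T3 vs T2, and the median log2 fold-change of all tested genes rose by 0.13. Leaving out 1 library moved the count of T3 vs T2 by more than 1.5 times in no case, and that of T4 vs T2 in no case. Of the genes in S2 Table, 325 of the 557 that could be tested for T3 vs T2 and 202 of 412 for T4 vs T2 were called, with 11 and 9 called genes outside it. With the worms of 1 jird left out, which also leaves fewer libraries, 205 and 227 genes were called without jird 1, where T4 vs T2 had the larger count, 214 and 40 without jird 2, and 125 and 47 without jird 3. Among the called genes that changed alike in all jirds, the largest fitted fall for T3 vs T2 was that of Bm13479, lower at T3, with 64 counts at T2 and 1 at T3, a ratio of 42.4 between T2 and T3 (exact 95% interval 7.34 to 1701) (edgeR adjusted p = 3.81e-05). For T4 vs T2 it was that of Bm2220, at least 4.91-fold lower at T4, with 23 counts at T2 and 0 at T4 (edgeR adjusted p = 0.00368). For Bm2220, the call was lost at an adjusted p of 0.0107 without T2 3b, 0.0107 without T4 1a and 0.0114 without T4 2a. The rank of such genes depends on the prior count, and Bm1023, with counts at both time points, had a log2 fold-change of -3.57. Bm2220 for T4 vs T2 was no longer called (edgeR adjusted p = 0.0135) with the jird as a block.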

The highest number of differentially expressed genes was observed between T3 and T2, followed by T4 compared to T2. The lowest number of changes resulted from the comparison between T4 and T3. 

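For T4 vs T3, 49 genes were called (28 up-regulated and 21 down-regulated at T4) and 180 were past the FDR. No other comparison had as few called genes in this fit, but T2 vs T1 had fewer called genes with the jird as a block (70 against 99), with the same 20 libraries and no block (71 against 75, a setting chosen after the values were seen), with the pools of a jird summed (49 against 75), with all libraries thinned to the smallest (39 against 46), without jird 2 (10 against 26) and without jird 3 (21 against 34). Without jird 2, T4 vs T1 had fewer as well (18). Of the 135 genes of S2 Table that could be tested, 42 were called. With single libraries left out the count moved to 16 without T3 1b, 75 without T3 2a, 19 without T3 3a, 132 without T4 1a, 15 without T4 1b, 22 without T4 2a and 83 without T4 2b-3b. Under scaling by library size alone, which lowered the median log2 fold-change of all tested genes (shift -0.15), 16 genes were up-regulated and 91 down-regulated. The largest fitted fall among the called genes that changed alike in all jirds was that of Bm7557, a hypothetical protein, at 19.1 ± 4.04 CPM at T3 and 6.01 ± 2.48 at T4 (SD, n = 6 and n = 5), a log2 fold-change of -1.52 (SE 0.36, edgeR adjusted p = 0.00969). For Bm7557, the call was lost without any 1 of the libraries other than T1 1a, T1 2a, T1 3a, T2 2a, T2 3b and T4 1a (adjusted p of up to 0.0361, without T4 1b).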

Comparing each time point (T2, T3, and T4) to baseline (T1), we found 30 differentially expressed genes which overlap across all three comparisons. 

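In the calls made here, 14 genes were called at T2, T3 and T4 compared to T1, 12 of them up-regulated and 2 down-regulated at each of the time points. With 1 library left out in turn the number lay between 7 and 27, beyond 1.5 times the full count at 27 without T1 1a, 8 without T1 1b, 8 without T1 2a and 7 without T1 3b. Since the comparisons share the T1 libraries, an overlap arises without any effect. In 50 simulations, each drawing all 22 libraries without any change, no gene was called in all of the comparisons, and lists of the smallest p as long as the observed ones had a median of 5.5 genes in common (1 to 10).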

The greatest number of differentially expressed genes in common was 99 across the comparisons T3 vs T1 with T4 vs T1. 

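T3 vs T1 and T4 vs T1 had 60 called genes in common that were not called at T2, and 8 were shared by T2 and T3 alone. Including the genes also called at T2, T3 and T4 shared 74 genes, all of which changed in the same direction. In the simulated unchanged groups at most 1 gene was called for T3 vs T1, and at most 1 for T4 vs T1. Lists of the smallest p, as long as the observed ones, shared a median of 23 genes for T3 and T4 (14 to 32). The number called at T3 and T4 but not T2 was 35 without T1 2b, 32 without T1 3b, 36 without T3 1b and 36 without T3 3a with a library left out.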

Among 266 genes dysregulated at T2 compared to T1, 219 returned to baseline levels at T4 (48 h in culture), representing 82% recovery of the initial perturbation. 

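Of the genes called for T2 vs T1, 88 (77.9%) were not called for T4 vs T1, and 91 (80.5%) were not called for T3 vs T1, the comparison at 48 h in culture. A gene that is not called has not been shown to be back at its level at T1. Of the 88 genes, 66 (75%) still differed from T1 in the direction seen at T2, and the median log2 difference of all 88 was 0.41 at T4 in that direction compared to 1.32 at T2. Among all 88, 29 were themselves called between T4 and T2 in the direction back to T1, and 1 was still past the FDR for T4 vs T1. Part of such a remainder arises from the T1 libraries that both comparisons share. In 50 simulations the genes called at T2 were changed there alone, and a median of 73.5 genes were called at T2. Of those not called at T4 a median of 58.3% kept the direction (at most 67.1%), with a median difference of 0.06 (at most 0.16). A median of 58 simulated genes (50 to 67) were called between T4 and T2 in the direction back to T1, more than the 29 observed. With no T1 library shared, the genes and their direction were taken from T2 and the T1 pools of 1 letter alone, and T4 was compared to the pools of the other letter. From pools a, 13 genes were called at T2, and 8 of the 8 not called at T4 kept the direction. From pools b these numbers were 287, 226 and 286, with a median difference of 0.45 at T4. Among the 91 genes not called at T3, the median difference in the direction seen at T2 was 0.28 (simulated 0.05, at most 0.12). With no T1 library shared it was 0.19 for the 272 genes from pools b. Pools a left only 4 genes, 1 of them in that direction. Of the 91 genes, 37 were called between T3 and T2 in the direction back to T1 (simulated median 61, 52 to 72). The numbers of genes not called depend on single libraries. For T4 there were 57 without T1 2a, 58 without T2 1b, 50 without T2 2b-3a and 47 without T2 3b. For T3 there were 140 without T1 1a, 53 without T1 2a, 55 without T1 3b, 53 without T2 2b-3a and 49 without T2 3b.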

At T4, 35 genes returned to perturbed levels, as was already the case at T2 compared to baseline. 

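At T4, 25 of the genes called for T2 vs T1 were called again compared to T1, 23 of them in the same direction, and 11 were not called at T3. Simulated without any change, lists of the smallest p of the same length shared a median of 17.5 genes (10 to 26), a range that holds the observed overlap. In those simulations 0 genes were called at T2 and at most 1 at T4, so no shared gene was called at both. Across all tested genes, the log2 fold-changes of T2 vs T1 and T4 vs T1 had a correlation of 0.44, and those of T3 vs T1 and T4 vs T1 one of 0.59. Genes are not independent replicates, and the shared T1 libraries alone gave a median of 0.49 (0.44 to 0.52) and 0.45 (0.42 to 0.50) in the simulations. With T1 pools not shared, the correlation was 0.11 and 0.19 for T2 and T4, and 0.25 and 0.32 for T3 and T4.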

Overlaps among the 3 comparisons are displayed in Fig 2. Genes encoding myosin tail family proteins, cadherin domains and proteins orthologous to *C*. *elegans* titin were particularly represented.

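Bm10243, annotated as a myosin tail family protein, had a log2 fold-change of -0.91 (SE 0.35, edgeR adjusted p = 0.113) for T2 vs T1 and of -1.07 (SE 0.37, edgeR adjusted p = 0.0577) for T4 vs T1, and was called in neither. For Bm4560 the values were -0.98 (SE 0.36, edgeR adjusted p = 0.0804) and -1.29 (SE 0.40, edgeR adjusted p = 0.0295), and for Bm5021 -1.00 (SE 0.39, edgeR adjusted p = 0.116) and -1.57 (SE 0.40, edgeR adjusted p = 0.0166). None of these genes was called at T2 or T4, and all were lower than at T1. Without T4 1a, each was called for T4 vs T1, with adjusted p of 0.00279, 0.00300 and 1.08e-04. Without T1 1a, Bm4560 and Bm5021 were called as well, with adjusted p of 0.00801 and 0.00393. Among the genes with cadherin domains, Bm3384 had a log2 fold-change of -1.37 (SE 0.34, edgeR adjusted p = 0.0109) for T2 vs T1 and Bm3440 one of -1.01 (SE 0.31, edgeR adjusted p = 0.0497), neither of them called, while Bm6122 was called with -1.37 (SE 0.33, edgeR adjusted p = 0.00783). Leaving out 1 library changed these calls. For Bm3384, the gene was called without T1 1a, T1 1b, T1 3a, T3 1b, T4 1a and T4 2a, each left out in turn (adjusted p as low as 0.00123, without T1 1a). For Bm3440, the gene was called at an adjusted p of 9.71e-04 without T1 1a. For Bm6122, the call was lost without T1 2a, T1 2b, T1 3b, T2 1a, T2 1b, T2 2a, T2 2b-3a, T2 3b and T3 2a (adjusted p of up to 0.0373, without T2 3b). With the jird as a block, Bm6122 for T2 vs T1 was no longer called (edgeR adjusted p = 0.0221).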

**Fig 2:**
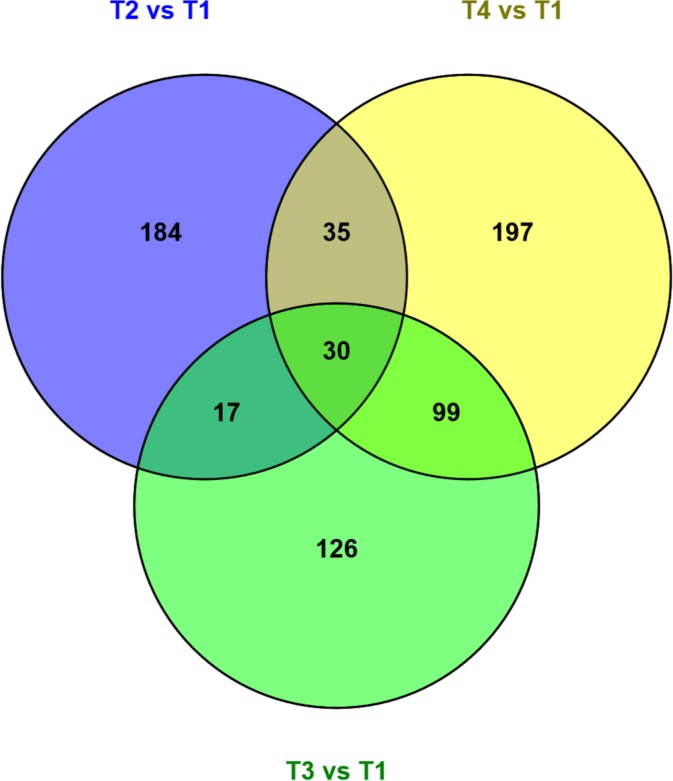
Venn diagram showing the number of overlapping genes across pairwise comparisons of each time point compared to baseline. Venn diagram was created using Venny 2.0.

**Table 2:** Summary of number and nature of differentially expressed genes over time after removal from host.

	T2 vs T1	T3 vs T2	T3 vs T1	T4 vs T3	T4 vs T2	T4 vs T1
Total DE genes	932	2169	697	491	1252	884
Total DE genes (cutoff log_2_ fold-change ±1.0)	266	562	272	138	412	361
DE genes log_2_ fold-change >1.0	101	320	128	59	294	182
DE genes log_2_ fold-change <-1.0	165	242	144	79	118	179
Sequences with GO terms (cutoff log_2_ fold-change ±1.0)	115	245	118	65	146	138
Sequences with *C*. *elegans* ortholog	151	331	163	90	205	208

A log_2_ fold-change of ±1.0 was applied. T1: upon isolation from host; T2: 24 h after shipping; T3 and T4: after 48 h and 5 days in culture, respectively. GO terms were provided by Nematode.net v 4.0.

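With all 22 libraries T3 vs T2 had the largest share of called genes, 2.89% of the 11628 transcripts with counts at T3, which is 3.19% of the genes tested. For the other comparisons the share of tested genes ranged from 0.465% (T4 vs T3) to 2.00% (T4 vs T2).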

Applying the cutoff (log_2_ fold-change ±1.0; i.e., keeping genes with log_2_ fold-change > 1.0 and < -1.0), the proportion of differentially expressed genes represented a maximum of 4.8% of the number of transcripts that were mapped for each time point. 

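Past the FDR without a limit on fold-change were 8.97% of the transcripts with counts at T3 for T3 vs T2, 374 genes higher and 669 lower at T3. With all libraries in 1 fit the smallest share of tested genes past the FDR was 1.71%, for T4 vs T3.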

Without this cutoff, up to 18.7% of those total transcripts were differentially expressed (in T3 vs T2).

Fig 3 displays the 32 most prominently differentially expressed genes (log_2_ fold-change cutoff: +/- 3.5). 

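Over the 6 comparisons, 30 genes were called with a log2 fold-change beyond 3.5 in either direction. Leaving out 1 library gave 23 to 32, and of the alternatives that kept all libraries, edgeR's filterByExpr moved the count most, to 9. Many of these genes have few counts. Bm10001, a hypothetical protein, does not: its level was 5.89 ± 5.61 (SD, n = 6) CPM at T1, 81.9 ± 21.7 (SD, n = 5) at T2 and 73.5 ± 16.1 (SD, n = 6) at T3, a log2 fold-change of 4.13 (SE 0.32, edgeR adjusted p = 2.00e-10) for T2 vs T1 and 3.95 (SE 0.32, edgeR adjusted p = 1.02e-09) for T3 vs T1, called under 15 of the 15 alternative settings in both. Bm3994 was 3.96 (SE 0.32, edgeR adjusted p = 2.00e-10) on the log2 scale for T4 vs T2, and Bm7832 3.72 (SE 0.66, edgeR adjusted p = 2.60e-04) for T3 vs T2. Bm337 was 4.00 (SE 0.71, edgeR adjusted p = 0.00173) for T4 vs T1. It was also called for T3 vs T1, with 3.62, a call lost at an adjusted p of 0.0109 without T1 3b and 0.0112 without T3 3a. Genes at 0 counts in a whole time point have only the limit that reads the 0 as 3 counts. Bm5822 was at least 12.5-fold higher at T4, with 24 counts at T4 and 0 at T2. It was also called for T3 vs T2, at least 6.54-fold higher at T3, with 13 counts at T3. The call for T3 vs T2 was lost without T2 2a, T2 3b, T3 1b or T3 3a (adjusted p of up to 0.0316, without T3 1b). Bm8561 was at least 4.27-fold lower at T4, with 20 counts at T2 and 0 at T4. For Bm8561, the call was lost without T2 2a, T2 2b-3a, T2 3b, T4 1a, T4 1b, T4 2a, T4 2b-3b and T4 3a, each left out in turn (adjusted p of up to 0.0240, without T2 2a). Bm10203 was at least 7.32-fold higher at T4, with 18 counts at T4 and 0 at T1. For Bm10203, the call was lost without T1 1b, T1 2a, T1 2b, T1 3b and T4 3a, each left out in turn (adjusted p of up to 0.0304, without T4 3a). Bm13372 was at least 6.10-fold higher at T4, with 15 counts at T4 and 0 at T1. For Bm13372, the call was lost without any 1 of the libraries other than T1 1a, T2 1b, T2 2a, T4 2a and T4 2b-3b (adjusted p of up to 0.0325, without T4 1b). Bm8561 for T4 vs T2 was no longer called (edgeR adjusted p = 0.0263) with the jird as a block.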

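For genes with 1 to 3 counts at a time point the ratio of the levels is given with its exact interval, which covers counting error only. Bm10200 was higher at T4, with 46 counts at T4 and 2 at T1, a ratio of 28.1 between T4 and T1 (exact 95% interval 7.34 to 239). It was also called for T3 vs T1, with 30 counts at T3, a ratio of 17.7 between T3 and T1 (exact 95% interval 4.49 to 153). Bm5516 was higher at T3, with 21 counts at T3 and 1 at T2, a ratio of 31.7 between T3 and T2 (exact 95% interval 5.10 to 1311), but 1 library held 66.5% of its level at T3. For Bm5516, the call for T3 vs T2 was lost at an adjusted p of 0.0102 without T2 2a and 0.0675 without T3 1b. Bm5516 was also called for T3 vs T1, with 21 counts at T3 and 1 at T1. That call was lost without T1 1b, T1 2a, T1 2b, T1 3a, T1 3b, T3 3b or any 1 T2 library. It was lost without T3 1b as well, at an adjusted p of 0.142. Bm9115 was lower at T3, with 41 counts at T2 and 1 at T3, a ratio of 27.2 between T2 and T3 (exact 95% interval 4.61 to 1099). For Bm9115, the call was lost without T2 1b, T3 1b, T3 2a and T3 3a, each left out in turn (adjusted p of up to 0.0207, without T2 1b). Bm1144 was higher at T3, with 19 counts at T3 and 2 at T2, a ratio of 14.3 between T3 and T2 (exact 95% interval 3.46 to 127). For Bm1144, the call was lost without T1 2a, T2 1a, T2 1b, T2 2a, T2 2b-3a, T2 3b, T3 1b, T3 2a, T3 3a and T3 3b (adjusted p of up to 0.0350, without T3 1b). Bm2306 was higher at T4, with 18 counts at T4 and 2 at T2, a ratio of 14.1 between T4 and T2 (exact 95% interval 3.37 to 125). For Bm2306, the call was lost without T2 1a, T2 1b, T2 2a, T2 2b-3a, T4 2a, T4 2b-3b and T4 3a, each left out in turn (adjusted p of up to 0.0393, without T4 3a). Bm4184 was higher at T4, with 23 counts at T4 and 2 at T2, a ratio of 18.0 between T4 and T2 (exact 95% interval 4.44 to 157). For Bm4184, the call was lost at an adjusted p of 0.0100 without T4 2a. Bm9077 was higher at T4, with 26 counts at T4 and 3 at T2, a ratio of 13.5 between T4 and T2 (exact 95% interval 4.15 to 69.9). Bm10381 had a log2 fold-change of 3.52 (SE 0.70, edgeR adjusted p = 4.56e-04) for T3 vs T2. For Bm10381, the call was lost at an adjusted p of 0.0102 without T3 1b. Bm10020 and Bm11368 were not called for T3 vs T2 (edgeR adjusted p = 0.0143 and 0.0167), where each had 14 counts at T3 against 1 at T2. For Bm10020, the gene was called at an adjusted p of 0.00929 without T2 1a and 0.00713 without T3 3b. For Bm11368, the gene was called at an adjusted p of 0.00816 without T3 2a and 0.00820 without T3 3b. The major sperm protein gene Bm5772 was not called in any comparison with all 22 libraries in 1 fit without a block (for T4 vs T3, edgeR adjusted p = 0.0667). Its total at T3 was 69 counts, 62 of them in T3 1b. Major sperm proteins are a family of near-identical genes whose reads the counting could split, so its level is uncertain. Bm5516 for T3 vs T1, Bm1144 for T3 vs T2 and Bm2306 for T4 vs T2 were no longer called (edgeR adjusted p = 0.0115, 0.0205 and 0.0109) and Bm5772 for T3 vs T2 and Bm5772 for T4 vs T3 were called (edgeR adjusted p = 0.00655 and 0.00574) with the jird as a block.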

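Bm8439, annotated as cuticle collagen 14, was at 3.19 ± 1.84 (SD, n = 6) CPM at T1, 1.48 ± 1.00 (SD, n = 5) at T2, 44.0 ± 29.6 (SD, n = 6) at T3 and 144 ± 192 (SD, n = 5) at T4. At T4 1 library held 67.4% of the summed level, so that the SD exceeded the mean. The log2 fold-change was 6.41 (SE 0.95, edgeR adjusted p = 2.51e-04) for T4 vs T2 and 4.80 (SE 1.03, edgeR adjusted p = 0.00291) for T3 vs T2, the largest fitted rise of a called gene in both comparisons among those changed alike in all jirds. For T4 vs T2 the gene was called under 11 of the 15 alternative settings, and with each of the 22 libraries left out in turn it was still called (log2 fold-change 5.11 to 7.06). For T3 vs T2, the call was lost at an adjusted p of 0.0113 without T2 2a. Collagens form a multigene family, and reads of similar members could have been split or discarded in counting, so that the level of each collagen gene is uncertain to that extent.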

GO annotations (Nematodes.net) show that a collagen-related protein (Bm8439) is among the most profoundly up-regulated genes. Similarly, a serpin precursor (Bm9380) was strongly up-regulated in several comparisons.

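The serpin precursor Bm9380 was at 3.04 ± 1.83 (SD, n = 6) CPM at T1, 1.51 ± 1.45 (SD, n = 5) at T2, 15.7 ± 10.7 (SD, n = 6) at T3 and 24.4 ± 15.6 (SD, n = 5) at T4. It was called for T3 vs T2, with a log2 fold-change of 3.53 (SE 0.54, edgeR adjusted p = 2.42e-05), and for T4 vs T2, with 4.13 (SE 0.52, edgeR adjusted p = 2.29e-06). In both comparisons every later library lay above every T2 library, and the calls held with each of the 22 libraries left out in turn.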

**Fig 3:**
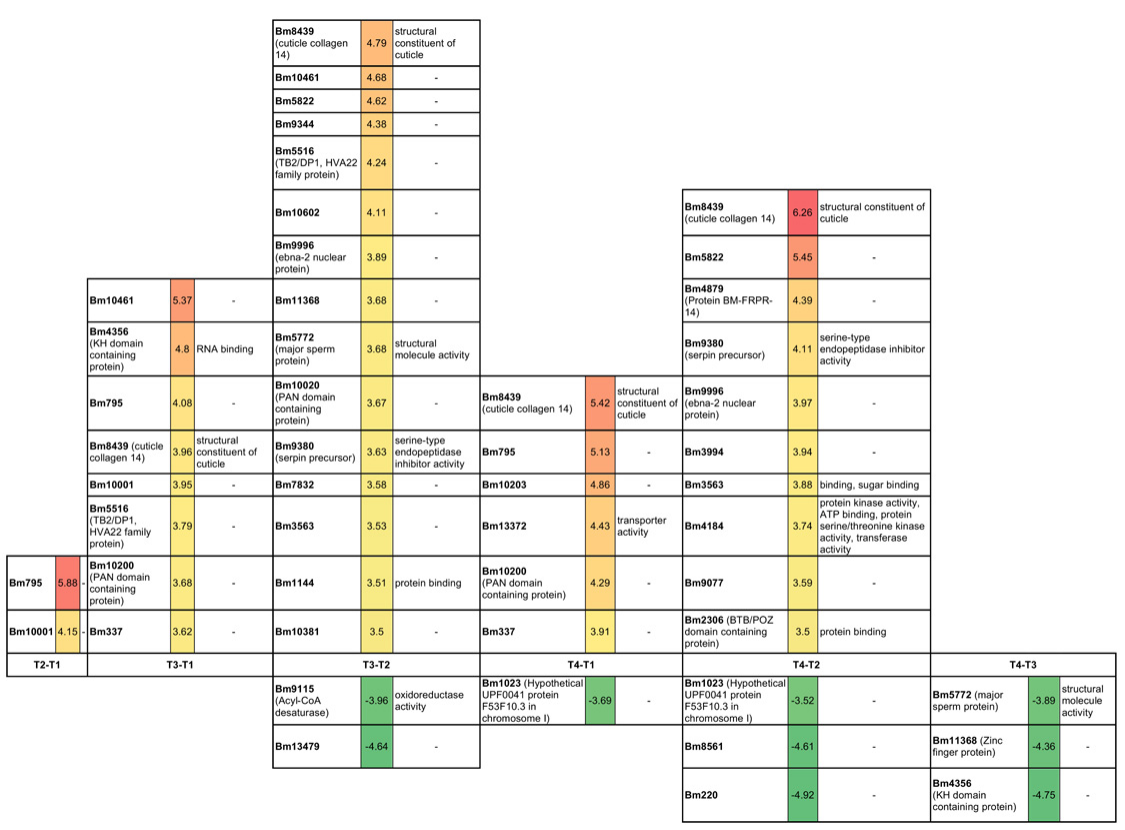
Differentially expressed genes in each time point comparison, with the highest fold-changes. A log_2_ fold-change of +3.5 and -3.5 was applied, respectively. GO terms were retrieved from Nematode.net. Green indicates down-regulation and red, up-regulation.

Comparing T3 to T2, T4 to T2 and T4 to T1 revealed the most important changes, with over 300 differentially expressed genes. 

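With 1 library left out in turn, the count of T4 vs T1 moved by more than 1.5 times to 344 without T1 1a, 117 without T1 2a, 126 without T1 2b, 112 without T1 3b, 505 without T4 1a, 121 without T4 2a and 126 without T4 3a. Of the alternatives with all libraries kept, edgeR's exact test gave 289 genes, DESeq2 257 and a fit of the T1 and T4 libraries alone 72. The exact test gave 377 genes for T3 vs T2 and 260 for T4 vs T2. T3 vs T2 had the largest count under the exact test, DESeq2 and limma-voom alike. T4 vs T1 had more called genes than T3 vs T2 without jird 1 (663 and 205), without T4 1a (505 and 353) and without both T1 1a and T4 1a (740 and 375, fitted after their single removals were seen).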

Comparing T4 to T3 revealed the lowest number of differentially expressed genes. Statistically significantly enriched GO terms in the T2 vs T1 comparisons were mainly related to regulation of developmental and multicellular organism growth, whereas terms involving phagocytosis and apoptotic cell clearance were most enriched in the T4 vs T2 comparison (S4 Table) and terms related to the nervous system in T3 vs T1, T3 vs T2, and T4 vs T1. Fig 4 shows the timewise expression changes of these genes from GO and pathway enrichment analysis. Below, we present the changes observed comparing T4 to T1 and T4 to other time points in greater detail.

**Fig 4:**
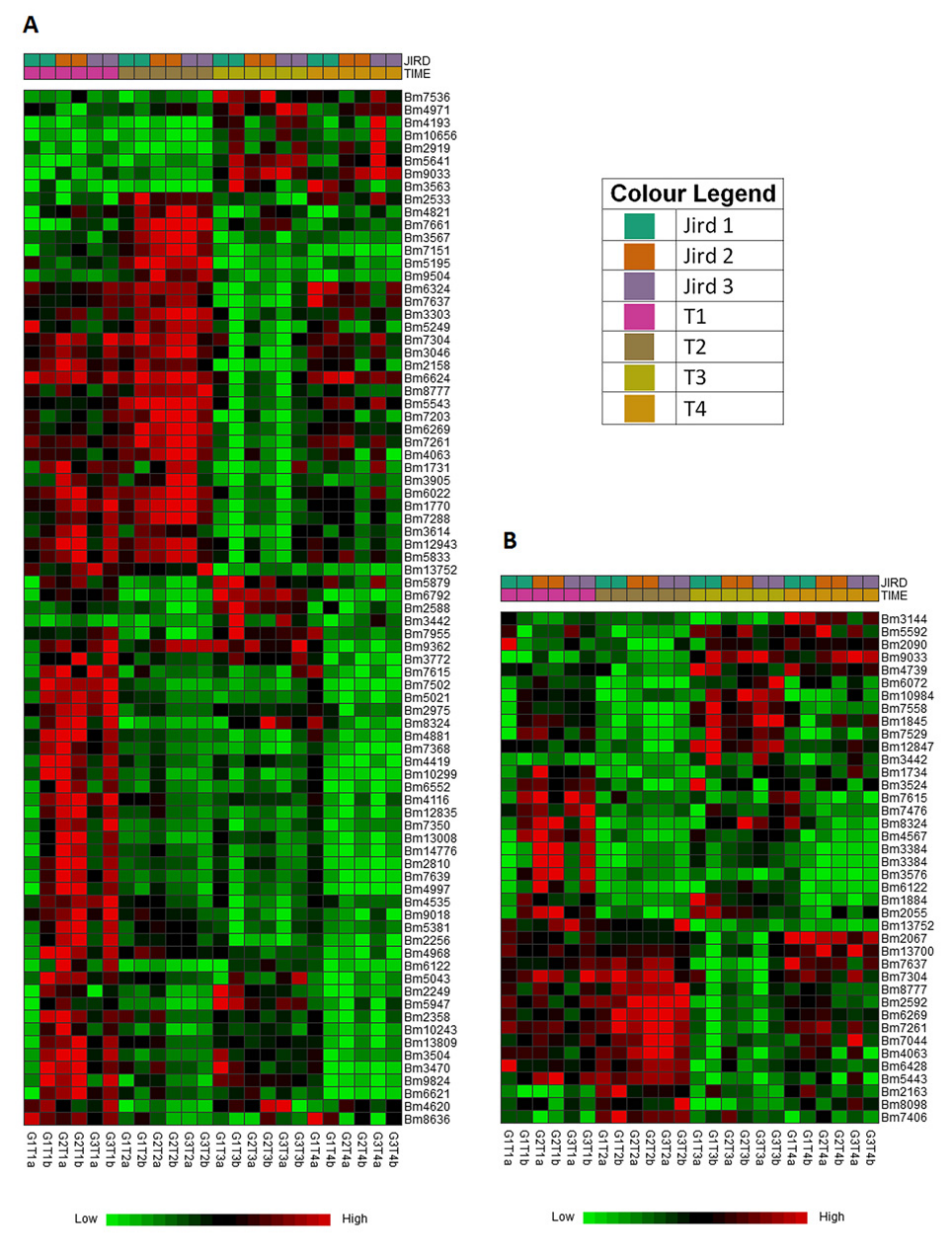
Timewise comparison of gene expression. A. Heat map showing pairwise comparison of genes from GO enrichment analysis. B. Heat map showing pairwise comparison of genes found in enrichment pathway analysis. Genes were normalized using the trimmed mean of M-values normalization method in edgeR and clustered according to Euclidean distance metrics. Green indicates relative down-regulation and red relative up-regulation. Values on the X-axis represent the sample identifications at each time point. Each sample identification is coded by the jird number from which it originated, the time point at which it was analyzed, and the sample replicate letter (a or b).

### Transcriptomic profile after 5 days in culture compared to baseline

Among functionally annotated up-regulated genes at T4 compared to T1, a gene encoding a cuticle collagen showed the largest change in expression (log_2_ fold-change = 5.42). 

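This gene, Bm8439, rose by a log2 fold-change of 5.58 (SE 0.87, edgeR adjusted p = 6.26e-04) for T4 vs T1, the largest fitted rise among the called genes that changed alike in the worms of all jirds. The called genes with 0 counts at T1 have only a lower bound and cannot be ranked against it. In this comparison every T4 library lay above every T1 library. The gene was called under 11 of the 15 alternative settings (log2 fold-change 4.13 to 6.47), and with each of the 22 libraries left out in turn it was still called (log2 fold-change 4.28 to 5.91).

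**Figure D1:**
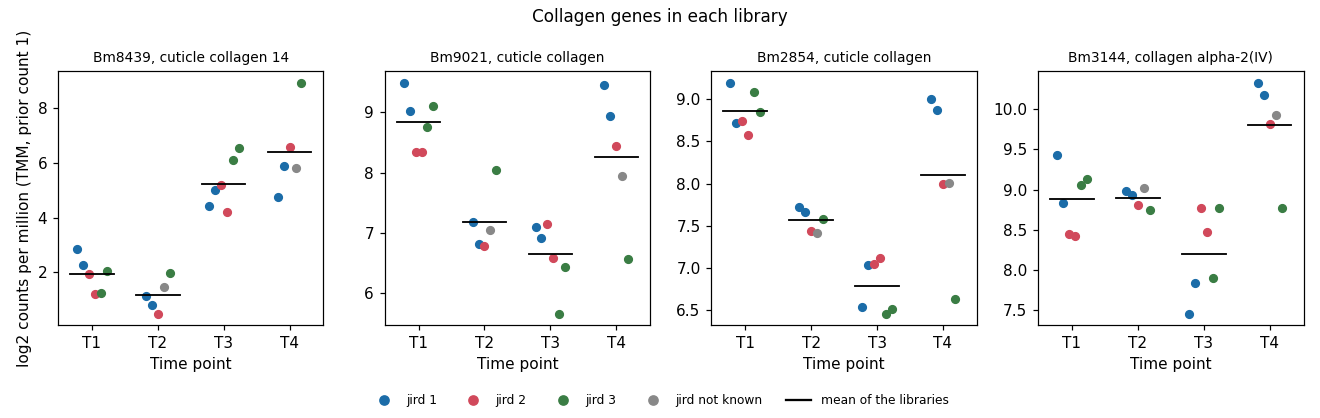
Log2 CPM of 4 collagen genes in each library by time point, with points coloured by jird and a line at the mean of each time point. The mean level of Bm8439 is higher at T3 and T4 than at T1 and T2, and the T4 libraries spread widely.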

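For T4 vs T1, Bm9380 had a log2 fold-change of 3.24 (SE 0.48, edgeR adjusted p = 7.10e-05), was called under 15 of the 15 alternative settings, and every T4 library lay above every T1 library. Bm9996, which S2 Table annotates as an EBNA-2 nuclear protein, was at 1.50 ± 1.26 CPM at T1 (SD, n = 6) and 16.3 ± 13.7 at T4 (SD, n = 5), a log2 fold-change of 3.36 (SE 0.73, edgeR adjusted p = 0.00459). It was called under 8 of the 15 alternative settings, the values of the T4 and T1 libraries overlapped, and the call was lost without T1 1b, T1 2a, T1 2b, T1 3b and T4 1b, each left out in turn (adjusted p of up to 0.0186, without T1 3b). Bm9996 for T4 vs T1 was no longer called (edgeR adjusted p = 0.0144) with the jird as a block.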

A *B*. *malayi* serpin precursor (Bm9380; log_2_ fold-change = 3.1), as well as a gene annotated as Epstein–Barr virus (EBV) nuclear antigen 2 (*ebna-2*; Bm9996; log_2_ fold-change = 3.26), were among the most up-regulated at T4 compared to T1. Bm9996 is also orthologous to a mini-collagen protein (C1IS34, *Malo kingi*), with 75.6% identity (E-value = 14 * 10^−21^).

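Bm13445, listed as Bm-flp-11, was at 5.08 ± 2.95 CPM at T1 (SD, n = 6) and 43.8 ± 22.6 at T4 (SD, n = 5), a log2 fold-change of 2.94 (SE 0.35, edgeR adjusted p = 1.48e-06), and every T4 library lay above every T1 library. Bm4879, listed as Bm-frpr-14, was at 1.72 ± 1.36 CPM at T1 (SD, n = 6) and 12.6 ± 7.16 at T4 (SD, n = 5), a log2 fold-change of 2.68 (SE 0.55, edgeR adjusted p = 0.00157), called under 10 of the 13 alternative settings. Bm2293, annotated as a corticotropin releasing factor receptor precursor, was at 1.87 ± 1.26 CPM at T1 (SD, n = 6) and 9.59 ± 6.65 at T4 (SD, n = 5), a log2 fold-change of 2.14 (SE 0.49, edgeR adjusted p = 0.00432). It was called under 8 of the 13 alternative settings, and the call was lost without T1 2a, T1 2b, T1 3b and T4 3a, each left out in turn (adjusted p of up to 0.0333, without T4 3a). With the jird as a block, Bm4879 for T3 vs T2 was no longer called (edgeR adjusted p = 0.0101).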

Genes encoding neuropeptide precursors and neuropeptide receptors were also prominently represented in the up-regulated fraction, including a FMRFamide-like neuropeptide precursor (Bm-flp-11; log_2_ fold-change = 2.87), a neuropeptide receptor (Bm-frprp-14; log_2_ fold-change = 2.59), and a corticotropin-releasing factor receptor precursor (Bm2293; log_2_ fold-change = 2.04) (S2 Table). A dual-specificity phosphatase (Bm12973; log_2_ fold-change = 2.46), and a neurotransmitter transporter with sodium symporter activity (Bm-SNF-11; log_2_ fold-change = 2.90) were also among the genes up-regulated after 5 days in culture. 

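The dual-specificity phosphatase Bm12973 was at 40.5 ± 28.2 CPM at T1 (SD, n = 6) and 209.6 ± 51.0 at T4 (SD, n = 5), a log2 fold-change of 2.48 (SE 0.27, edgeR adjusted p = 5.21e-06), called under 14 of the 15 alternative settings. The transporter Bm-SNF-11 (Bm5517) was at 4.60 ± 1.76 CPM at T1 (SD, n = 6) and 39.2 ± 39.0 at T4 (SD, n = 5), with 1 library holding 55.5% of the summed level at T4. Its log2 fold-change was 3.03 (SE 0.54, edgeR adjusted p = 0.00110), called under 12 of the 15 alternative settings. Both calls held with each of the 22 libraries left out in turn, with log2 fold-changes of 2.32 to 2.82 and 2.21 to 3.29.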

GO term and pathway analysis showed enrichment of terms related to neurogenesis and nervous system development (Table 3) and enrichment of the Wnt and cadherin signaling pathways (S3 Table).

**Table 3:** Distribution of the most enriched biological processes after 5 days in culture compared to baseline (T1).

GO Term	GO Term ID	Input Genes	Reference Genes	P-Value
neuron projection development	GO:0031175	7	161	0.00739
cell projection organization	GO:0030030	7	161	0.00739
neuron differentiation	GO:0030182	7	164	0.008112
neurogenesis	GO:0022008	7	164	0.008112
neuron development	GO:0048666	7	164	0.008112
nervous system development	GO:0007399	7	164	0.008112
generation of neurons	GO:0048699	7	164	0.008112
dendrite development	GO:0016358	4	60	0.010368
neuron recognition	GO:0008038	5	96	0.011260
cell recognition	GO:0008037	5	96	0.011259
axonal fasciculation	GO:0007413	5	96	0.011259
cellular component morphogenesis	GO:0032989	9	274	0.013990
axon development	GO:0061564	6	143	0.014837
protein complex assembly	GO:0006461	7	214	0.028819
protein complex biogenesis	GO:0070271	7	214	0.028819

Analysis was performed using KOBAS 2.0 with the *C*. *elegans* orthologs of differentially expressed genes that met a threshold fold change of +/- 1.0 and FDR<0.01.

Applying a log_2_ fold-change cutoff of -3.5, only one functionally annotated gene had decreased in expression at the end of the experiment (log_2_ fold-change = -3.69), compared to T1. This hypothetical protein, F53F10.3 (Bm1023), is annotated as a probable mitochondrial pyruvate carrier in *C*. *elegans*.

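Bm1023, the annotated gene meant here, fell from 147 ± 92.3 (SD, n = 6) CPM at T1 to 14.4 ± 6.51 (SD, n = 5) at T4, a log2 fold-change of -3.32 (SE 0.45, edgeR adjusted p = 1.72e-04). Every T4 library lay below every T1 library. The gene was called under 14 of the 15 alternative settings (log2 fold-change -3.97 to -2.77), and with each of the 22 libraries left out in turn it was still called. Compared to T2, where its level was 168 ± 39.2 (SD, n = 5), the log2 fold-change at T4 was -3.57 (SE 0.45, edgeR adjusted p = 4.17e-05).

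**Figure D2:**
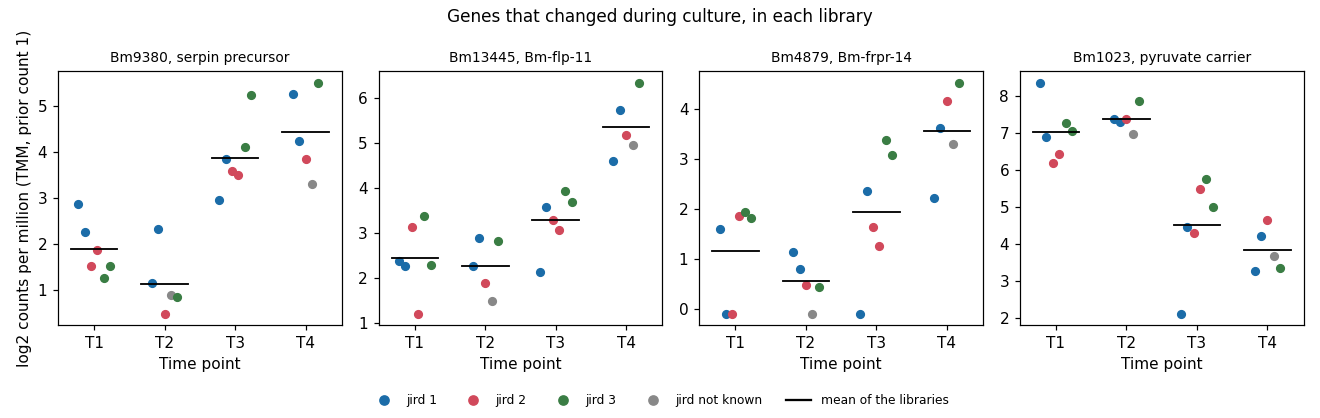
Log2 CPM of Bm9380, Bm13445, Bm4879 and Bm1023 in each library by time point, with points coloured by jird and a line at the mean of each time point. Bm9380, Bm13445 and Bm4879 are higher at T4 than at T1, and Bm1023 is lower.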

The T4 vs T1 comparison resulted mainly in significantly enriched GO terms related to the nervous system (Table 3).

### Changes between the last two time points

The comparison between T4 and T3 revealed 138 differentially expressed genes. 

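Bm8519 was at 9.50 ± 4.50 (SD, n = 6) CPM at T1, 12.9 ± 5.43 (SD, n = 5) at T2, 3.01 ± 1.91 (SD, n = 6) at T3 and 23.9 ± 19.4 (SD, n = 5) at T4. For T4 vs T3 its log2 fold-change was 3.14 (SE 0.55, edgeR adjusted p = 0.00134), the largest fitted rise of this comparison among the called genes that changed alike in all jirds. It was called under 11 of the 15 alternative settings (log2 fold-change 1.76 to 3.92), and with each of the 22 libraries left out in turn it was still called. Compared to T1, the level at T4 was not called, with a log2 fold-change of 1.49 (SE 0.43, edgeR adjusted p = 0.0221).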

We noted significant up-regulation of Bm8519 (log_2_ fold-change = 3.06). This gene is annotated as pherophorin-dz1 in GenBank, but its function has not been characterized. The sequence contains a ground-like domain which includes a characteristic pattern of conserved cysteine residues. 

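Bm-flp-11 (Bm13445) rose by a log2 fold-change of 2.04 (SE 0.33, edgeR adjusted p = 6.39e-04) for T4 vs T3 and was called under 15 of the 15 alternative settings, with 9.45 ± 3.83 CPM at T3 (SD, n = 6). Of the 24 distinct collagen genes that the paper lists, 5 were called as higher at T4 than T3, and 12 when p was adjusted over the list alone. The paper chose this list on the same samples, so the second count is not independent evidence. Single libraries moved the count to 3 without T3 1a, 2 without T3 1b, 1 without T3 3a, 1 without T4 1b, 2 without T4 2a and 13 without T4 3a.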

Fifteen collagen genes, as well as the neuropeptide precursor Bm-flp-11, were expressed at higher levels after 5 days in culture (T4) than after 2 days (T3), showing log_2_ fold-changes between 1.0 and 2.3.

GO term enrichment analysis between the last two time points revealed only one statistically significant enriched GO term: inductive cell migration (GO:0040039). This biological process is defined by the « migration of a cell in a multicellular organism that, having changed its location, is required to induce normal properties in one or more cells at its new location ».

### Cuticle collagens

Twenty-five cuticle collagen genes (log_2_ fold-change ± 1.0) were significantly differentially expressed. 

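Among the 24 distinct collagen genes of the paper's list, 16 were called in at least 1 of the 6 comparisons, and 20 when p was adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. With 1 library left out the number ranged from 13 to 19. The alternative that moved it most was leaving out the worms of jird 2, with 2 genes called. The collagens called in 3 comparisons were Bm1249, Bm2854, Bm6324, Bm8439 and Bm9504, and Bm11024, Bm11338, Bm14703, Bm2110, Bm4507, Bm7408, Bm7956 and Bm8043 were called in none. Among the latter Bm14703 had a log2 fold-change of -1.76 (SE 0.63, edgeR adjusted p = 0.0448) for T3 vs T2, Bm7956 one of -1.15 (SE 0.35, edgeR adjusted p = 0.0199) for T3 vs T2, and Bm2110 one of 1.63 (SE 0.51, edgeR adjusted p = 0.0304) for T4 vs T1. Bm11338 reached only 0.81 (SE 0.56, edgeR adjusted p = 0.361) for T4 vs T1, a difference whose sign changed with the replicate block (log2 fold-change -0.14). Bm2605 was called for T4 vs T2, with 1.24 (SE 0.24, edgeR adjusted p = 0.00115).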

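Called as down-regulated at T2 or T3 compared to T1 were 7 of the listed collagen genes, and 8 when p was adjusted over the list alone. Bm11095, annotated as a cuticle collagen, had a log2 fold-change of -2.97 (SE 0.51, edgeR adjusted p = 0.00141) at T2 and -3.22 (SE 0.55, edgeR adjusted p = 0.00105) at T3, and Bm2854 one of -1.31 (SE 0.27, edgeR adjusted p = 0.00421) and -2.06 (SE 0.27, edgeR adjusted p = 6.13e-05). For Bm2854 at T2, the call was lost without T1 3b, T2 1b, T2 2a, T2 2b-3a and T2 3b, each left out in turn (adjusted p of up to 0.0144, without T2 3b). At T3 the log2 fold-change was -2.32 (SE 0.33, edgeR adjusted p = 2.22e-04) for Bm9941, -2.20 (SE 0.40, edgeR adjusted p = 0.00167) for Bm9021, -1.41 (SE 0.23, edgeR adjusted p = 5.31e-04) for Bm8444, -1.38 (SE 0.31, edgeR adjusted p = 0.00672) for Bm6324 and -2.32 (SE 0.56, edgeR adjusted p = 0.00999) for Bm7894. For Bm6324, the call was lost without T1 1a, T1 1b, T1 2b, T1 3b, T3 1a, T3 1b, T3 2b and T3 3a, each left out in turn (adjusted p of up to 0.0206, without T3 1b). For Bm7894, the call was lost without any 1 of the libraries other than T4 1a and T4 3a (adjusted p of up to 0.0341, without T3 3a). Not called at T3 were Bm8043, with -2.11 (SE 0.56, edgeR adjusted p = 0.0182), Bm4507, with -1.18 (SE 0.40, edgeR adjusted p = 0.0595), and Bm11024, with -1.12 (SE 0.48, edgeR adjusted p = 0.151). Bm8043 became called at an adjusted p of 0.00448 without T4 1a and 0.00214 without T4 3a, in fits where all time points share 1 estimate of the spread. At T2 alone, Bm9021 (edgeR adjusted p = 0.0151), Bm8043 (0.0400) and Bm7894 (0.0430) were below T1 by more than 1 on the log2 scale without being called. With 1 library left out, Bm9021 was called at an adjusted p of 0.00747 without T4 1a and 0.00317 without T4 3a, Bm8043 at 0.00626 without T4 3a and Bm7894 at 0.00835 without T4 1a. In a fit of the T1 and T2 libraries alone each of them was called. Bm6324 for T3 vs T1 was no longer called (edgeR adjusted p = 0.0165) and Bm8043 for T3 vs T1 and Bm7894 for T2 vs T1 were called (edgeR adjusted p = 0.00820 and 0.00174) with the jird as a block.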

Ten were down-regulated at T2 and/or T3 compared to T1 (Bm11024, Bm11095, Bm7894, Bm9941, Bm9021, Bm8043, Bm2854, Bm4507, Bm8444, Bm6324). 

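For T4 vs T3, the log2 fold-change was 2.39 (SE 0.44, edgeR adjusted p = 0.00408) for Bm4605, 1.66 (SE 0.32, edgeR adjusted p = 0.00530) for Bm6324, 1.60 (SE 0.25, edgeR adjusted p = 0.00101) for Bm3144, 1.50 (SE 0.28, edgeR adjusted p = 0.00343) for Bm2854 and 1.11 (SE 0.23, edgeR adjusted p = 0.00634) for Bm9092, and these genes were called. Of them, Bm3144 was called with each library left out in turn. For Bm4605, the call was lost at an adjusted p of 0.0160 without T3 3a, 0.0117 without T4 1b and 0.0105 without T4 2a. For Bm2854, the call was lost at an adjusted p of 0.0112 without T3 1b, 0.0128 without T3 3a and 0.0106 without T4 1b. For Bm6324, the call was lost without T3 1a, T3 1b, T3 3a, T4 1b and T4 2a, each left out in turn (adjusted p of up to 0.0176, without T3 1b). For Bm9092, the call was lost without T3 1a, T3 1b, T3 3a, T4 1b, T4 2a and T4 2b-3b, each left out in turn (adjusted p of up to 0.0248, without T3 1b). Bm8439 apart, the other listed genes were also higher at T4 but not called: Bm11095 with 2.15 (SE 0.61, edgeR adjusted p = 0.0389), Bm7894 with 2.10 (SE 0.58, edgeR adjusted p = 0.0348), Bm8043 with 2.07 (SE 0.57, edgeR adjusted p = 0.0350), Bm9021 with 1.87 (SE 0.41, edgeR adjusted p = 0.0108), Bm11024 with 1.86 (SE 0.47, edgeR adjusted p = 0.0255), Bm4507 with 1.29 (SE 0.41, edgeR adjusted p = 0.0659), Bm6421 with 1.01 (SE 0.25, edgeR adjusted p = 0.0197) and Bm7408 with 0.88 (SE 0.39, edgeR adjusted p = 0.194). Without T4 3a, Bm11095, Bm7894, Bm8043, Bm9021, Bm11024, Bm4507 and Bm6421 were all called, with adjusted p from 3.12e-04 (Bm6421) to 0.00902 (Bm7894). With the jird as a block, Bm6324 for T4 vs T3 and Bm9092 for T4 vs T3 were no longer called (edgeR adjusted p = 0.0189 and 0.0197) and Bm11095 for T4 vs T3 and Bm7894 for T4 vs T3 were called (edgeR adjusted p = 0.00605 and 0.00362).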

Fifteen were up-regulated at T4 compared to T3 (Bm11024, Bm11095, Bm2854, Bm3144, Bm4507, Bm4605, Bm6324, Bm6324, Bm6421, Bm7408, Bm7894, Bm8043, Bm8439, Bm9021, Bm9092). 

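Bm8439 had a log2 fold-change of -0.83 (SE 1.67, edgeR adjusted p = 0.811) for T2 vs T1, 3.97 (SE 0.96, edgeR adjusted p = 0.0114) for T3 vs T1 and 1.62 (SE 0.59, edgeR adjusted p = 0.114) for T4 vs T3. None of these was called, and only the value for T2 vs T1 is under the limit on fold-change. For T3 vs T1, the gene was called at an adjusted p of 0.00597 without T4 1a and 1.82e-05 without T4 3a, and for T4 vs T3 with no single library left out was it called. With the jird as a block, Bm8439 for T3 vs T1 and Bm8439 for T4 vs T3 were called (edgeR adjusted p = 4.99e-05 and 0.00381).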

One, Bm8439, was strongly up-regulated over time (log_2_ fold-change between 1.47 and 6.26), especially between T3 and T4 compared to T1 and T2, but no significant change in its expression was observed between T2 and T1. With the exception of Bm8439, Bm1249, Bm10414, and Bm9504, all collagen genes showing differential expression were down-regulated at T3 and T2 compared to the earlier time points (T2 and T1, respectively), but became more up-regulated over time.

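Among the named exceptions, Bm1249, annotated as a cuticle collagen dpy-7 precursor, rose for T2 vs T1, with a log2 fold-change of 2.22 (SE 0.53, edgeR adjusted p = 0.00697), and fell for T3 vs T2, with -2.67 (SE 0.59, edgeR adjusted p = 0.00134). For T2 vs T1, the call was lost without T1 1b, T1 2b, T1 3a, T1 3b, T2 2a, T2 2b-3a and T2 3b, each left out in turn (adjusted p of up to 0.0434, without T2 3b). Bm9504, with the same annotation, rose by 1.37 (SE 0.23, edgeR adjusted p = 2.59e-04) for T2 vs T1 and fell for T3 vs T2, with -1.61 (SE 0.25, edgeR adjusted p = 1.65e-05), both calls holding with each library left out in turn. Since Bm1249 and Bm9504 carry 1 annotation, reads could have been split between them. Bm10414 had 0.42 (SE 0.23, edgeR adjusted p = 0.258) for T2 vs T1, not called, and -1.13 (SE 0.25, edgeR adjusted p = 0.00145) for T3 vs T2. Of the 24 collagen genes, 12 were above T1 at T2, 2 of them called, and 12 below it, 2 called. At T3, 22 were below T2 (6 called) and 21 below T1 (7 called), and at T4 23 were above T3 (5 called). For T2 vs T1, Bm9941 had -0.64 (SE 0.33, edgeR adjusted p = 0.233) and Bm8444 -0.42 (SE 0.23, edgeR adjusted p = 0.278), neither called. Of the genes that the paper names as lower at T2, T3 or both, those above T1 at T2 were Bm4507, with 0.25 (SE 0.39, edgeR adjusted p = 0.752), and Bm6324, with 0.38 (SE 0.30, edgeR adjusted p = 0.470), also not called. Bm1249 for T2 vs T1 was no longer called (edgeR adjusted p = 0.0125) with the jird as a block.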

### Other significantly differentially expressed genes

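The serpin Bm1937 was at 1.56 ± 2.10 CPM at T1 (SD, n = 6) and 6.02 ± 3.79 at T2 (SD, n = 5). Its log2 fold-change of 1.71 (SE 0.68, edgeR adjusted p = 0.108) for T2 vs T1 was called neither with all libraries nor under any of the 13 alternative settings in which it was tested (log2 fold-change 0.97 to 2.01). For the serpin Bm1988, T3 vs T1 gave 1.79 (SE 0.32, edgeR adjusted p = 3.81e-04), called under 14 of the 15 alternative settings, with 9.06 ± 2.15 CPM at T1 (SD, n = 6) and 30.6 ± 16.5 at T3 (SD, n = 6). For Bm1988, with each of the 22 libraries left out in turn it was still called.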

Several serpins were significantly up-regulated upon arrival (Bm1937; log_2_ fold-change = 1.87) and at T3 (Bm1988; log_2_ fold-change = 1.78) compared to T1. 

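At T4, Bm1937 was at 2.28 ± 2.80 (SD, n = 5) CPM, a log2 fold-change of 0.52 (SE 0.84, edgeR adjusted p = 0.736) compared to T1 and of -1.20 (SE 0.67, edgeR adjusted p = 0.275) compared to T2. With all libraries neither was called, nor under the 13 and 14 alternative settings in which they were tested. Of 21 combinations of test, dispersion and filter on the 24 columns, tried after the values were seen, 5 called Bm1937 for T4 vs T2. The gene had 9 counts over all T1 libraries, 37 over all T2 libraries and 11 over all T4 libraries. The sign of the difference from T1 changed without the worms of jird 1 (log2 fold-change -1.25).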

Expression levels of Bm1937 decreased by T4, returning to levels observed at extraction from the host. A substantial increase in expression of a serpin precursor occurred over time in culture (T3 and T4) (Bm9380; log_2_ fold-changes between 2.66 and 4.11) compared to T1 and T2.

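Bm9380 was called for T3 vs T1, with a log2 fold-change of 2.65 (SE 0.50, edgeR adjusted p = 8.76e-04), under 13 of the 15 alternative settings (log2 fold-change 1.68 to 3.23). For Bm9380, with each of the 22 libraries left out in turn it was still called. The rise from T3 to T4 was not called, with 0.59 (SE 0.36, edgeR adjusted p = 0.366).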

We observed a very large increase in the expression of Bm3563 at T3 and T4 (log_2_ fold-change = 3.53 at T3 vs T2 and log_2_ fold-change = 3.88 at T4 vs T2). This gene is homologous to lymphocyte antigen 75 in *Ascaris suum* (48% sequence identity, E-value = 140*10^−51^) and clec-1 (C-type lectin) in *C*. *elegans* (37.9% sequence identity, E-value = 5.2*10^−27^).

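Bm3563 was at 5.08 ± 5.45 (SD, n = 6) CPM at T1, 2.01 ± 2.33 (SD, n = 5) at T2, 17.7 ± 10.6 (SD, n = 6) at T3 and 23.5 ± 16.6 (SD, n = 5) at T4. The log2 fold-change was 3.30 (SE 0.82, edgeR adjusted p = 0.00723) for T3 vs T2 and 3.73 (SE 0.80, edgeR adjusted p = 0.00473) for T4 vs T2, each called under 10 of the 15 alternative settings, and in both comparisons the values of the libraries overlapped. For T3 vs T2, the call was lost without T2 1a, T2 2a, T2 2b-3a, T2 3b, T3 1b, T3 2a and T3 2b, each left out in turn (adjusted p of up to 0.0294, without T3 1b). For T4 vs T2, the call was lost without T2 2a, T2 2b-3a, T2 3b and T4 1a, each left out in turn (adjusted p of up to 0.0178, without T2 2a). Compared to T1 the gene was not called, with 2.02 (SE 0.72, edgeR adjusted p = 0.0754) at T3 and 2.45 (SE 0.70, edgeR adjusted p = 0.0258) at T4.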

### Host-related variability

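The worms of different jirds were compared on the 6 T1 libraries, 2 pools of worms for each of the 3 jirds, with total counts of 502290 (T1 1a), 743083 (T1 1b), 997759 (T1 2a), 708120 (T1 2b), 1362776 (T1 3a) and 1516613 (T1 3b). The pools of 1 jird are samples of the worms of 1 animal, so that the spread between them is the spread within a jird. The deposited counts were tested with edgeR's quasi-likelihood test, with 1 mean per jird, at an FDR under 0.01 and without a limit on fold-change, over the 10506 genes with at least 1 CPM in 2 or more T1 libraries. Between jirds 2 and 1, 3 and 1, and 3 and 2, the number of genes past the FDR was 0 in each case, while 1077, 325 and 344 genes had an unadjusted p under 0.05. edgeR's exact test and DESeq2 also gave 0 in each comparison, with 984, 296 and 299 genes at an unadjusted p under 0.05 by the exact test and 573, 92 and 78 by DESeq2. The alternative with all T1 libraries kept that moved these counts most was to test all genes without the minimum, with 23, 0 and 1 genes past the FDR. The counts rest on single libraries: without T1 1b, which leaves 1 library for jird 1, 875, 183 and 0 genes were past the FDR, without T1 3b 5, 0 and 7, without T1 3a 2, 4 and 0, and without T1 2b 2, 0 and 1. In these fits the lone library is assumed to vary like the others.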

Few genes (0–7) were differentially expressed in worms retrieved from different jirds upon extraction (S5 Table and S1 Fig). Pearson correlation coefficients between samples at T1 were very high (0.954 to 0.995; S6 Table). 

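Across genes, the Pearson correlation of the deposited counts between 2 T1 libraries lay between 0.981 and 0.991 for the 3 pairs of pools from 1 jird and between 0.954 and 0.995 for the 12 pairs from different jirds (SD over the 15 pairs 0.0116). Genes are not independent replicates. The 100 genes with most counts hold 26.0% of the counts, and without them the correlations lay between 0.849 and 0.989. On log2 CPM they lay between 0.943 and 0.976 within jirds and between 0.934 and 0.978 between jirds. The difference within and between jirds was not tested, and the ranges overlap.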

Six genes were significantly differentially expressed between worms from jird 3 and jird 2 and four genes between jirds 2 and 1. 

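None of the 7 genes of S5 Table (Bm13388, Bm2590, Bm294, Bm4711, Bm7394, Bm7941 and Bm816) was past the FDR here in any comparison of jirds. All of them were lower in jird 2 than in jird 1, with log2 fold-changes from -2.22 to -1.12, and higher in jird 3 than in jird 2, with 0.93 to 2.83. The smallest edgeR adjusted p for jird 2 vs jird 1 among these 7 genes was 0.349, for Bm2590 (log2 fold-change -1.66, SE 0.41). When p was adjusted over the list alone, 2 genes were past the FDR for jird 2 vs jird 1 and 1 for jird 3 vs jird 2, which is not independent evidence because the list was chosen on these samples.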

Five of the seven genes were annotated as hypothetical. A ShTK domain-containing protein (Bm7941) was down-regulated in worms extracted from jird 2 and up-regulated in worms from jird 3, and a Ser/Thr protein phosphatase family protein partial mRNA (Bm7394) was significantly up-regulated in jird 3. 

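For Bm7941 the pools of jird 1 were at 372 and 399 CPM, those of jird 2 at 61.6 and 124, and those of jird 3 at 33.2 and 706, so that the pools of jird 3 differed from each other by more than the means of any 2 jirds did. The log2 fold-change was -2.08 (SE 1.63, edgeR adjusted p = 0.692) for jird 2 vs jird 1 and 2.01 (SE 1.61, edgeR adjusted p = 0.992) for jird 3 vs jird 2. Bm7394 was at 0 and 3.91 CPM in the pools of jird 2 and at 11.7 and 22.0 in those of jird 3, a log2 fold-change of 2.83 (SE 0.77, edgeR adjusted p = 0.992).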

A three-dimensional Principal Component Analysis graph (S2 Fig) shows the spatial relationship of the level of proximity between gene expression data from biological replicates from each jird. Biological Coefficients of Variation (BCV) [27] were calculated using the EdgeR (V 3.12.0) Bioconductor package in RStudio for pairwise comparisons at T1 and showed the lowest BCV between jird 2 and 3 (S7 Table).

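The common BCV estimated here from the 4 libraries of each pair of jirds, with 1 mean per jird, was 0.205 for jirds 2 and 1, 0.239 for jirds 3 and 1 and 0.148 for jirds 3 and 2, the lowest. The order was the same without the minimum on counts, with filterByExpr and under scaling by library size alone. With the 4 libraries taken as 1 group it was 0.242, 0.219 and 0.160, again lowest for jirds 3 and 2. From these numbers of genes, the correlations and the BCV, the paper concludes that the variability due to the host was minor.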

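Between jirds 3 and 1, the 4 libraries of these jirds alone gave 0 genes past the FDR (246 at an unadjusted p under 0.05), and a fit of the libraries of all time points 0 (467), by edgeR's quasi-likelihood test. Jird 3 vs jird 1 was not simulated. For jird 2 vs jird 1, counts were simulated for the 10539 genes of the time point fit, not the 10506 tested between jirds. In the 6 T1 libraries 200 genes were changed by known amounts, each well over 1 in size on the log2 scale. Of these, 57% were recovered, with 16 of 130 calls false. With dispersions taken from the trend alone, 56.5% were recovered, with 1 of 114 calls false.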

No gene was significantly differentially expressed between jird 3 and jird 1.

### qPCR validation

We performed qPCR to confirm gene expression levels measured by sequencing. We randomly chose 5 genes that were significantly up- or down-regulated at different time points compared to T1. 

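The qPCR measurements are not used here. Of the genes measured by qPCR, Bm7583, annotated as tubulin alpha-2, is not reported above: it was at 10.9 ± 6.87 CPM at T1 (SD, n = 6) and 2.68 ± 2.44 at T2 (SD, n = 5), a log2 fold-change of -1.97 (SE 0.51, edgeR adjusted p = 0.0123), which was not called in these data but was called under 4 of the 15 alternative settings. In turn, the gene was called without T1 3b, T2 1a, T3 3a and T3 3b, each left out in turn (adjusted p as low as 0.00667, without T1 3b).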

A robust correlation was found between Illumina RNA sequencing and qPCR data, with a correlation coefficient r = 0.9961, analyzed by the Pearson test (*p*<0.01) (see Fig 5 and S1 Table).

**Fig 5:**
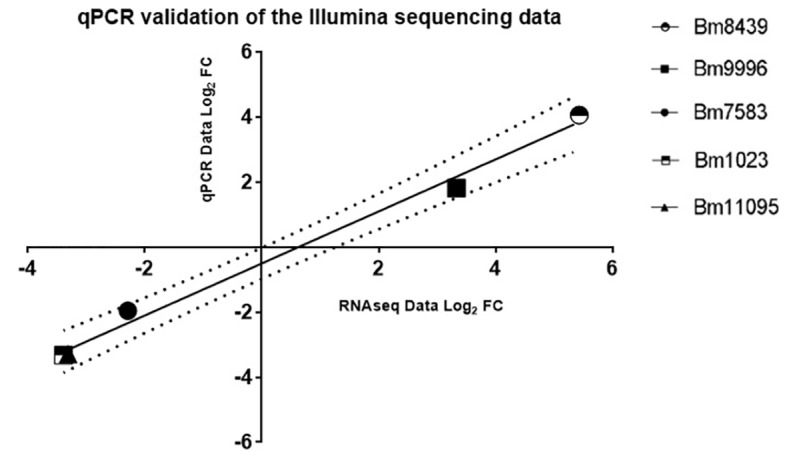
Correlation between RNAseq and qPCR data from 5 genes at different time points. Fold-change values of the selected genes are displayed in S1 Table. The correlation coefficient between RNAseq (x-axis) and qPCR (y-axis) data (log_2_ fold-change) analyzed by the Pearson test was 0.9961 with a statistical significance *p*<0.01.

## Discussion

We assessed the impact over time of the maintenance of adult *B*. *malayi* females *in vitro* at the transcriptomic level. To ensure robustness of the data, we used worms from three different hosts and processed them in duplicate groups, for a total of six samples for each time point. The strong correlation between RNA sequencing data and qPCR for 5 genes confirm the accuracy of Illumina sequencing and the suitability of the approach for comparative transcriptomic studies. The qPCR results further emphasize the rigor of the study.

Shipment of worms after removal from their hosts triggered a global but transient perturbation of the mRNA profile. Several elements could have contributed to this global perturbation (e.g., shipment in non-supplemented culture media, varying temperatures during this process) which cannot be separately evaluated. Up to 3 worms per group of 8 were immotile and considered dead at the end of the experiment and were excluded from the study. Hence, culturing under these conditions for so long (6 days after removal from hosts) is not optimal, because of the significant loss of viability. We observed a minor loss at T3 (48 h in culture): 3/48 worms considered for extraction at T3 were immotile and excluded. Our analysis revealed up to 562 differentially expressed genes in pairwise comparisons, representing up to 4.84% of all genes. This number stems from the fact that we applied a fairly permissive cutoff (log_2_ fold-change of ± 1.0), and is comparable to the number of genes observed to be differentially expressed under oxidative stress in *C*. *elegans* [28]. Using a much more stringent cutoff at ± 3.5 revealed a maximum of 32 differentially expressed genes in pairwise comparisons. This highlights the very small proportion of strongly dysregulated gene expression over 5 days in culture. Of particular interest are genes encoding cuticle collagens and serpins, which are typically highly expressed in adult females, eggs and embryos compared to other stages [29].

The pattern of gene expression of worms obtained from 3 different jird hosts was in general very highly conserved, with Pearson correlation coefficients ranging from 0.954 to 0.995 between samples.

The nematode cuticle, which is predominantly composed of cross-linked collagens, is a highly impervious barrier between the animal and its environment and is required for the maintenance of body morphology and integrity [30, 31]. It plays a critical role in locomotion via attachments to body wall muscles [32]. Cuticle collagens are believed to be involved in stress resistance, defense against environmental perturbations and longevity in *C*. *elegans* [28]. That we observed twenty-two collagen genes to be substantially and increasingly strongly up-regulated over time in culture may indicate that culture places increasing stress on the worms. Several genes encoding other cuticle collagens were down-regulated at T2 and T3 compared to T1, but up-regulated at T4 compared to earlier time points.

The serpins are a superfamily of serine protease inhibitors that employ a suicide substrate-like mechanism [33]. They are 350–500 amino acids in length and fold into a conserved structure. Serpins have been identified in animals, plants, insects, and certain viruses [34]. At least 14 serpins are predicted in the *Brugia* genome, but only two have been characterized: Bma-SPN-1 and Bma-SPN-2, which are exclusively secretory [35–37]. Previously, Bm9380 (related to Bma-SPN-2) and Bm1988 were found to be highly abundant in the excretory-secretory products of microfilaria [38, 39]. Bma-SPN-2 is exclusively expressed in microfilariae and elicits a strong but short-lived immune response in mice and humans [40]. It may play a role in protection from immunity by inhibiting neutrophil function [35, 41]. Bma-SPN-1, in contrast, is expressed in all life cycle stages, but little has been reported about its target protease(s) [35]. None of the serpin-encoding genes that were dysregulated in the present study mapped to Bm-SPN-1. Interestingly, we found a serpin precursor (Bm9380) to be increasingly up-regulated until the end of the experiment. In *C*. *elegans*, intracellular serpins regulate proteolytic pathways leading to cell death in a pro-survival manner. SRP-6, for example, functions by blocking intestinal cell lysosomal disruption, cytoplasmic proteolysis and death induced by hypotonic shock, thermal stress, oxidative stress, hypoxia, and cation channel hyperactivity [42]. Minutes after hypotonic shock, *srp*-6 null worms undergo a catastrophic series of events resulting in lysosomal disruption, cytoplasmic proteolysis, and death [42]. The up-regulation of serpins Bm9380, Bm1937 and Bm1988 upon arrival suggests a pro-survival function for these genes.

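For T2 vs T1, neither Bm9380 (log2 fold-change -0.89, edgeR adjusted p = 0.487) nor Bm1988 (log2 fold-change 0.62, edgeR adjusted p = 0.263) was called here, under any of the 15 alternative settings or with any 1 library left out, and S2 Table lists neither for this comparison. Bm9380 was lower at T2 than at T1.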

Our results also showed a very large increase in the expression of a lymphocyte antigen 75/clec-1 homolog (Bm3563) at 48 h (T3) and 5 days (T4) in culture. The C-type lectins in *B*. *malayi* have not been well characterized. However, several pathogens exploit lectin receptors to escape intracellular degradation and to suppress the generation of an efficient immune response [43, 44]. The substantial and persistent up-regulation of Bm3563 up to 5 days in culture is in line with suggested roles in the prevention of cellular degradation.

The *B*. *malayi* genome encodes 14 sequences with ground-like domains. Ground-like genes are referred to as hedge-hog (hh)-related genes. 

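Bm3090 was not called for T3 vs T2, with a log2 fold-change of -0.94 (SE 0.49, edgeR adjusted p = 0.200), under any of the 15 alternative settings. S2 Table lists it for T3 vs T1, where the value here was -1.56 (SE 0.47, edgeR adjusted p = 0.0346), again not called, though the gene was called at an adjusted p of 0.00125 without T4 1a and 0.00501 without T4 3a. For Bm14306, T4 vs T2 gave 2.45 (SE 0.76, edgeR adjusted p = 0.0314), not called with all libraries. For Bm14306, the gene was called at an adjusted p of 0.00721 without T4 1a.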

Bm3090, which contains a ground-like domain, was down-regulated at T3 compared to T2, and Bm14306 was up-regulated in T4 compared to T2. Bm3090 is homologous to the hh-related gene *grl-4* in *C*. *elegans*, which encodes a protein that is expressed in the pharynx, reproductive system, vulva, larval neurons, and larval rectal epithelium [45]. Several hh-like proteins, including *grl-4*, were up-regulated in *C*. *elegans* in response to oxidative stress [28]. In *B*. *malayi*, *grl-4* is highly expressed in the L_3_ infective larval stage and may play a role in molting [46].

One of the genes with the most marked differential expression pattern across several time points was Bm9996. This gene is annotated as Epstein–Barr virus (EBV) nuclear antigen 2 (*ebna-2*). It is the only *ebna-2* gene sequence found in Nematoda. 

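For Bm9996, the log2 fold-change was 3.92 (SE 0.77, edgeR adjusted p = 7.79e-04) for T3 vs T2 and 4.00 (SE 0.76, edgeR adjusted p = 0.00115) for T4 vs T2, with 0.943 ± 1.02 CPM at T2 (SD, n = 5) and 17.7 ± 10.6 at T3 (SD, n = 6). The gene was called under 13 of the 15 alternative settings for T3 vs T2, and in both comparisons the call held with each library left out in turn.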

EBNA-2 is an EBV viral transcription factor which can regulate viral and cellular genes and is associated with Burkitt’s lymphoma and Hodgkin’s disease [47]. Interestingly, EBNA-2 is capable of mimicking notch 1 and, although not related by sequence, they have similar biochemical and functional properties [48]. Notch signaling is critical for cell-to-cell communication, development and metabolism [49]. Notch signaling pathway homolog protein 1 is present in *B*. *malayi*. The ebna-2 gene in *B*. *malayi* has been shown to be preferentially expressed in L_3_ and L_4_ stages [29]. A plausible explanation of the function of EBNA-2 in the context of *in vitro* culture is not readily apparent. Its high degree of sequence identity to mini-collagens is interesting and suggests that it may play a structural function. Mini-collagens are small collagen-like peptides containing long stretches of polyproline and many cysteine residues and are a major component of the inner wall of nematocysts in all species of cnidarians [50].

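Bm3388 was called for T3 vs T1, with a log2 fold-change of -1.84 (SE 0.29, edgeR adjusted p = 6.13e-05) and with 39.8 ± 15.2 CPM at T1 (SD, n = 6) and 10.7 ± 3.00 at T3 (SD, n = 6), under 15 of the 15 alternative settings and with each library left out in turn. Bm1469 was not called for T2 vs T1, with 1.74 (SE 0.44, edgeR adjusted p = 0.0101), though the gene was called without T1 1a, T1 1b, T3 1a and T4 1a, each left out in turn (adjusted p as low as 0.00219, without T1 1b). Bm11360 was not called for T2 vs T1 either, with 1.56 (SE 0.52, edgeR adjusted p = 0.0534).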

Among other significantly dysregulated genes were several that encode zinc finger domain-containing proteins of the C2H2 type (Bm1469 and Bm3388) and a DHHC zinc finger domain-containing protein (Bm11360). C2H2 zinc finger domains are the most common DNA-binding motifs in eukaryotic transcription factors and can also bind to RNA and target proteins [51]. The DHHC zinc finger domain-containing protein functions in post-translational modification by attaching palmitate via a thioester linkage mainly to cysteine residues [52].

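Bm2888 was lower at T2 than at T1 (log2 fold-change -1.42, edgeR adjusted p = 0.00964), called under 7 of the 15 alternative settings. For Bm2888, the call was lost without any 1 of the libraries other than T1 1a, T3 1a, T3 2a, T4 1a, T4 1b, T4 2b-3b and T4 3a (adjusted p of up to 0.0384, without T1 3b). Bm5606 was higher at T4 than at T2, with a log2 fold-change of 2.51 (SE 0.61, edgeR adjusted p = 0.00652), called under 7 of the 13 alternative settings. For Bm5606, the call was lost without T2 1a, T2 2a, T2 2b-3a, T2 3b, T4 1a, T4 2a, T4 2b-3b and T4 3a, each left out in turn (adjusted p of up to 0.0285, without T2 3b). Bm2888 for T2 vs T1 and Bm5606 for T4 vs T2 were no longer called (edgeR adjusted p = 0.0291 and 0.0316) with the jird as a block.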

Several dysregulated genes were annotated as hypothetical (Bm2888, Bm5606). 

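Bm3541 was called for T3 vs T1, with a log2 fold-change of -2.65 (SE 0.42, edgeR adjusted p = 5.04e-04) and 110.2 ± 50.5 CPM at T1 (SD, n = 6) and 16.3 ± 8.67 at T3 (SD, n = 6). For Bm3541, the call held with each library left out in turn. Bm4715, for T4 vs T1, was not called, with -1.74 (SE 0.52, edgeR adjusted p = 0.0250). For Bm4715, the gene was called at an adjusted p of 0.00702 without T1 1a. The GO terms were not analysed here.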

GO analysis of the encoded proteins revealed associations with iron binding, oxygen binding, and oxidoreductase activity; two genes which were significantly down-regulated had calcium ion binding GO terms (Bm4715 and Bm3541).

Neuropeptides are well-known modulators of nematode behavior. The gene encoding the neuropeptide precursor Bm-flp-11 was overexpressed after 5 days in culture (T4), compared to all previous time points. 

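For T4 vs T2, Bm-flp-11 had a log2 fold-change of 3.28 (SE 0.36, edgeR adjusted p = 1.69e-07), with 4.18 ± 2.03 (SD, n = 5) CPM at T2, and was called under all 15 alternative settings and with each library left out in turn.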

In *C*. *elegans*, FLP-11 peptides inhibit pharyngeal activity [53, 54]. In *A*. *suum*, most FLPs exerted an inhibitory effect on oviposition [55]. 

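The log2 fold-change of Bm-frpr-14 (Bm4879) was 1.35 (SE 0.62, edgeR adjusted p = 0.161) for T3 vs T1, not called, 2.94 (SE 0.74, edgeR adjusted p = 0.00414) for T3 vs T2 and 4.26 (SE 0.64, edgeR adjusted p = 2.81e-05) for T4 vs T2, with 0.595 ± 0.477 CPM at T2 (SD, n = 5) and 4.16 ± 3.71 at T3 (SD, n = 6). For T3 vs T2 it was called under 8 of the 14 alternative settings, and the call was lost without T2 2a, T2 2b-3a, T2 3b, T3 3a and T3 3b, each left out in turn (adjusted p of up to 0.0260, without T3 3a). For T4 vs T2 it was called with each library left out in turn.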

In line with the trend of neuropeptide precursors to be overexpressed over time, a gene encoding the neuropeptide receptor Bm-frpr-14 was also up-regulated at T3 and T4 compared to the two earlier time points.

After 5 days in culture (T4), we saw an enrichment of GO terms primarily related to the nervous system. 

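For T4 vs T1 the log2 fold-change was -1.37 for Bm3384 (edgeR adjusted p = 0.0135), -1.16 (SE 0.33, edgeR adjusted p = 0.0275) for Bm3576 and -1.15 (SE 0.34, edgeR adjusted p = 0.0236) for Bm6122, all lower at T4 and none called. For Bm3384, the gene was called without T1 1a, T1 1b, T1 3a and T4 1a, each left out in turn (adjusted p as low as 0.00156, without T1 1a). For Bm3576, the gene was called at an adjusted p of 0.00439 without T1 1a and 0.00313 without T4 1a. For Bm6122, the gene was called at an adjusted p of 0.00407 without T1 1a, 0.00946 without T1 3a and 0.00291 without T4 1a.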

Three genes linked to the cadherin and Wnt signaling pathways (Bm3384, Bm3576, and Bm6122) were strongly down-regulated at T4 vs T1. These 3 genes are orthologs of *fmi-1*, *cdh-4*, and *hmr-1* in *C*. *elegans*, respectively. In *C*. *elegans*, *hmr-1* encodes a neuronal classic cadherin involved in regulation of axon fasciculation, with loss-of-function mutations resulting in the disruption of axonal guidance in a subset of motor neurons [56]. Cadherin FMI-1 is mainly expressed in the nervous system in *C*. *elegans* and regulates GABAergic neuronal development. Loss-of-function mutants show patterning defects in the GABAergic ventral D-type (VD) neurons and *fmi-1* mutants show defective axon pathfinding as well as reduced synapse number, aberrant size and morphology [57]. Interestingly, cadherin-4 functions in the same pathway as FMI-1 in the regulation of GABAergic neuron development and plays a role in axon guidance [58, 59]. As the cadherin signaling pathway also converges with the Wnt signaling pathway, it is not surprising that we see an enrichment of both [56]. The significant down-regulation of these genes at T4 is suggestive of nervous system degeneration and a decline in axon regeneration in an aging cellular environment [60, 61].

In the T4 vs T3 comparison, the only GO term found to be significantly enriched, with 4 *C*. *elegans* orthologs (*cocg-1*, *emb-9*, *ccdc-55*, and *let-2)* of Bm6792, Bm7637, Bm2249, and Bm3144, respectively, was “inductive cell migration” (GO:0040039). Interestingly, these genes also have GO terms associated with embryo and larval development, suggesting a role in reproduction. 

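Bm6792 was at 33.3 ± 2.99 CPM at T3 (SD, n = 6) and 13.7 ± 4.62 at T4 (SD, n = 5), a log2 fold-change of -1.20 (SE 0.23, edgeR adjusted p = 0.00216), called under 11 of the 15 alternative settings. For Bm6792, the call was lost at an adjusted p of 0.0106 without T4 1b and 0.0131 without T4 2a.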

COGC-1 (orthologous to Bm6792 which was down-regulated in T4 vs T3) is required for normal gonadal distal tip cell migration, as well as normal vulval morphology in *C*. *elegans* [62, 63]. Bm2249 (also significantly down-regulated) is orthologous to *ccdc-55* which in *C*. *elegans* also plays a role in distal tip cell migration and larval development [64]. 

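The log2 fold-change of Bm2249 for T4 vs T3 was -1.29 (SE 0.40, edgeR adjusted p = 0.0447), with 18.3 ± 7.22 CPM at T3 (SD, n = 6) and 6.61 ± 3.07 at T4 (SD, n = 5). It was not called with all libraries, with any 1 left out, or under any of the 15 alternative settings (-1.66 to -1.16).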

The remaining two genes (Bm7637 and Bm3144) were up-regulated in this comparison and are orthologous to *emb-9* and *let-2*, which encode collagen alpha-1 (IV) chain and collagen alpha-2 (IV) chain, respectively. 

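Bm7637, which S2 Table annotates as a member of the Hsp20/alpha crystallin family, had a log2 fold-change of 1.66 (SE 0.30, edgeR adjusted p = 0.00316), with 169 ± 92.9 CPM at T3 (SD, n = 6) and 536 ± 189 at T4 (SD, n = 5). It was called under 9 of the 15 alternative settings, and the call was lost at an adjusted p of 0.0112 without T3 1b and 0.0106 without T4 1b. Bm7637 for T4 vs T3 was no longer called (edgeR adjusted p = 0.0121) with the jird as a block.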

Type IV collagen is a major component of basement membranes. Mutations in *emb-9* and *let-2* in *C*. *elegans* cause embryonic development arrest [65], suggesting the importance of these genes in embryogenesis. The dysregulation of these 4 genes at T4 vs T3 suggests that reproduction and embryogenesis may be affected after 5 days in culture due to events similar to aging. The enrichment of GO terms at T4 vs T2 related to apoptotic cell clearance and phagocytosis is also consistent with the hypothesis that the animal is degenerating and dying cells are being removed and may suggest that the animal is under oxidative stress, which is known to be a mediator of apoptosis and neuronal cell death [66–68].

We observed differentially expressed genes paralleling oxidative stress responses in *C*. *elegans* (overexpression of collagens, hedgehog proteins, etc.). However, heat shock proteins and ATPases, strongly represented in stressed *C*. *elegans* [28], were not prominent in cultured *B*. *malayi* females (with 1 gene and 8 genes respectively, in our dataset). In addition, GO terms associated with oxidative stress in *C*. *elegans* [28] did not overlap substantially with our findings. In *C*. *elegans*, *elt-2* and *osm-12* are markers of osmotic stress [69] and in the present study we saw the up-regulation of Bm2533 (orthologous to *elt-2*) upon receipt (T2), which was down-regulated after 48 h in culture, and the up-regulation of Bm7137 at 48 h which returned to baseline levels by 5 days. This gene is annotated as a hypothetical gene in *B*. *malayi* yet is orthologous to *osm-12*. 

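Bm2533 had a log2 fold-change of 1.34 (SE 0.30, edgeR adjusted p = 0.00446) for T2 vs T1, where the call was lost without T1 2a, T1 3b, T2 1b and T2 3b, each left out in turn (adjusted p of up to 0.0255, without T1 3b), and of -1.35 (SE 0.31, edgeR adjusted p = 0.00205) for T3 vs T2, where the call was lost at an adjusted p of 0.0103 without T3 3a. Bm7137 was at 3.37 ± 1.89 CPM at T2 (SD, n = 5) and 7.38 ± 4.25 at T3 (SD, n = 6), and its log2 fold-change of 1.21 (SE 0.46, edgeR adjusted p = 0.0629) for T3 vs T2 was not called with all libraries, with any 1 left out or under any of the 14 alternative settings in which it was tested, while 8 of the 21 combinations on the 24 columns, tried later, called it. Compared to T1, Bm7137 had 0.12 (SE 0.49, edgeR adjusted p = 0.909) at T4. With the jird as a block, Bm2533 for T2 vs T1 was no longer called (edgeR adjusted p = 0.0128).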

In hyperosmotic stress conditions in *C*. *elegans*, glycerol-3-phosphate dehydrogenase is highly up-regulated [70]. We did not detect dysregulated expression of *gpdh-1*.

Finally, the variability attributable to the host was only minor. The number of significantly differentially expressed genes was low (0–7 genes with no fold-change cut-off) and the high values obtained from the Pearson correlation of coefficients between samples documents the similarity of sample gene sets immediately after worm extraction. The biological coefficient of variation between replicates ranged from 14.4 to 25.3%. Moreover, the jirds used to maintain *B*. *malayi* are an outbred strain, paralleling human populations.

In summary, we characterized the transcriptomic effects of *in vitro* maintenance of adult *B*. *malayi* females after up to 5 days in culture, i.e. 6 days after isolation from a host. We suggest that environmental changes encountered after removal from the host and shipping provoke important perturbations in gene expression. We noted changes in expression levels of a few genes that are general indicators of stress, best illustrated by strong increases in expression of genes encoding cuticle collagens. We conclude that the *in vitro* culture system is a valuable study tool after the worms are allowed to acclimatize to a new environment and suggest that the stress of removal and shipping can be partially overcome after 48 h in culture. *In vitro* cultivation, however, was not free of stress for the worms, as new dysregulated genes appeared at every time point. We suggest that culture of this parasite under the conditions used here (no feeder cell layer) should not be extended past 6 days post removal from hosts. After that, more worms are expected to die, highlighting the need for rigorous controls.

## Supporting Information

S1 Fig Focus view heatmap showing the pairwise gene expression comparisons between duplicate groups of pooled worms upon extraction (T1) from 3 different jirds. The heatmap was created using the TMM-Normalized expression matrix from edgeR in networkanalyst.ca.
(TIF) Click here for additional data file.

S2 Fig Principal Component Analysis (PCA) graph showing the relationship between gene expression datasets among the duplicate samples from 3 jirds upon extraction (T1). (TIF) Click here for additional data file.

S1 Table qPCR results validation. Five genes were chosen for validation. The primers used, the qPCR amplification efficiencies, and the correlation coefficient of determination of the slope of the standard curve for each gene are given.
(DOCX) Click here for additional data file.

S2 Table Timewise comparisons of differentially expressed genes. All genes with a log_2_ fold-change < -1.0 or > +1.0 are listed for all comparisons between time points.
(XLSX) Click here for additional data file.

S3 Table Pathway enrichment analysis. All enriched pathways (p<0.05) analyzed using KOBAS 2.0 for each pairwise comparisons.
(DOCX) Click here for additional data file.

S4 Table Gene Ontology Enrichment tables for other timewise comparisons. Tables containing top enriched GO terms for T2 vs T1 (A), T3 vs T1 (B), T3 vs T2 (C), and T4 vs T2 (D). T4 vs T3 is not displayed, as only “inductive cell migration” was found to be significantly enriched.
(DOCX) Click here for additional data file.

S5 Table Host related variability. All genes with a log_2_ fold-change < -1.0 or > +1.0 are listed for all comparisons between biological replicates coming from three different hosts.
(XLS) Click here for additional data file.

S6 Table Proximity matrix of Pearson correlation coefficients between variables upon extraction of worms from hosts (T1). The matrix was generated using XLStat and shows the similarity coefficients between all gene expression variables generated at T1.
(DOCX) Click here for additional data file.

S7 Table Common dispersion values and biological coefficients of variation for jird pairwise comparisons upon extraction from hosts (T1). Common dispersion values and biological coefficients of variations were calculated for each pairwise comparisons between jirds using the EdgeR (V 3.12.0) Bioconductor package in RStudio.
(DOCX) Click here for additional data file.

# Supplementary material for: The Effect of In Vitro Cultivation on the Transcriptome of Adult Brugia malayi
**Source:** PLoS Negl Trop Dis. 2016 Jan 4;10(1):e0004311. doi: 10.1371/journal.pntd.0004311
**Supplement:** S1 Table — Five genes were chosen for validation. The primers used, the qPCR amplification efficiencies, and the correlation coefficient of determination of the slope of the standard curve for each gene are given.

**Table S1. Selected candidate reference genes, primers and different parameters derived from qRT-PCR analysis.**

| Gene name | Bm ID | Primer sequences  (forward/reverse) | Amplicon  length (bp) | Amplification  efficiency (%) | *R^2^ |
| --- | --- | --- | --- | --- | --- |
| GAPDH | Bm5699 | TTTCTGCAGAGGGAGGCAAG  TCAGCGGGATCTTTGCTGTT | 85 | 91.09 | 98.6 |
| Cuticle collagen 14 | Bm8439 | GCACCAGGGCCAATTGG  TTGGGCAATGATCACAACCA | 55 | 103.48 | 97.3 |
| EBNA-2 nuclear protein | Bm9996 | CACCACCCGCACCTTACG  CCAAAACCATAGCCGACTCCTA | 58 | 96.01 | 99.6 |
| Tubulin alpha-2 chain | Bm7583 | TGCTGCAATTTCCATGGTTAAA  TCGGGCACCAATCAACAAA | 60 | 92.16 | 88.9 |
| Cuticle collagen C09G5.5 | Bm11095 | ATCGCATTTTTGTTTGGTTCAA  GAAGAGCACATGCACAGATAGCA | 64 | 82.54 | 99.4 |
| Hypothetical UPF0041 protein F53F10.3 | Bm1023 | TTGGGGACCAACGATAAAAT  GCTGTATCGTGTCCAAATGC | 130 | 78.13 | 87.8 |

*R^2^, coefficient of determination of the slope of the standard curve

# Supplementary material for: The Effect of In Vitro Cultivation on the Transcriptome of Adult Brugia malayi
**Source:** PLoS Negl Trop Dis. 2016 Jan 4;10(1):e0004311. doi: 10.1371/journal.pntd.0004311
**Supplement:** S3 Table — All enriched pathways (p<0.05) analyzed using KOBAS 2.0 for each pairwise comparisons.

**Table S3.** **Distribution of the top enriched pathways (p<0.05) for each pairwise comparison. Enrichment analysis was performed using KOBAS 2.0.**

| Comparison | Enriched Pathway | Input Genes | Reference Genes | P-Value |
| --- | --- | --- | --- | --- |
| T2 vs T1 | Non-homologous end-joining | 2 | 6 | 0.002526 |
|  | ABC transporters | 2 | 20 | 0.019099 |
|  | Metabotropic glutamate receptor group III pathway | 2 | 12 | 0.025691 |
|  | Nicotinic acetylcholine receptor signaling pathway | 4 | 62 | 0.028822 |
|  | N-Glycan biosynthesis | 2 | 34 | 0.047775 |
| T3 vs T1 | Huntington disease | 3 | 34 | 0.017947 |
|  | MAPK signaling pathway | 3 | 106 | 0.054171 |
| T4 vs T1 | Cadherin signaling pathway | 3 | 21 | 0.002393 |
|  | Wnt signaling pathway | 3 | 70 | 0.052000 |
| T3 vs T2 | Nitrogen metabolism | 3 | 13 | 0.002540 |
|  | Glutamine glutamate conversion | 2 | 5 | 0.004653 |
|  | Wnt signaling pathway | 5 | 70 | 0.010192 |
|  | RNA degradation | 4 | 54 | 0.018901 |
| T4 vs T2 | Glutamine glutamate conversion | 2 | 5 | 0.001002 |
|  | Nitrogen metabolism | 2 | 13 | 0.010095 |
|  | Pantothenate and CoA biosynthesis | 2 | 15 | 0.012904 |
| T4 vs T3 | Fanconi anemia pathway | 2 | 27 | 0.001276 |
|  | Integrin signalling pathway | 2 | 25 | 0.001816 |
|  | Spliceosome | 2 | 130 | 0.024485 |
|  | Nicotinate and nicotinamide metabolism | 1 | 13 | 0.026228 |

# Supplementary material for: The Effect of In Vitro Cultivation on the Transcriptome of Adult Brugia malayi
**Source:** PLoS Negl Trop Dis. 2016 Jan 4;10(1):e0004311. doi: 10.1371/journal.pntd.0004311
**Supplement:** S4 Table — Tables containing top enriched GO terms for T2 vs T1 (A), T3 vs T1 (B), T3 vs T2 (C), and T4 vs T2 (D). T4 vs T3 is not displayed, as only “inductive cell migration” was found to be significantly enriched.

**Table S4a.** **Distribution of the top 10 enriched biological processes after receipt of worms at McGill University (T2) compared to baseline (T1).**

| GO Term | GO Term ID | Number Input Genes | Number Reference Genes | P-Value |
| --- | --- | --- | --- | --- |
| growth | GO:0040007 | 9 | 632 | 0.024489 |
| positive regulation of growth | GO:0045927 | 7 | 444 | 0.028025 |
| positive regulation of developmental growth | GO:0048639 | 7 | 444 | 0.028025 |
| regulation of growth | GO:0040008 | 7 | 444 | 0.028025 |
| regulation of multicellular organism growth | GO:0040014 | 7 | 444 | 0.028025 |
| regulation of developmental growth | GO:0048638 | 7 | 444 | 0.028025 |
| positive regulation of multicellular organism growth | GO:0040018 | 7 | 444 | 0.028025 |
| multicellular organism growth | GO:0035264 | 7 | 444 | 0.028025 |
| developmental growth | GO:0048589 | 7 | 455 | 0.031320 |
| positive regulation of developmental process | GO:0051094 | 7 | 489 | 0.043110 |

**Table S4b.** **Distribution of the top 10 enriched biological processes 48 h in culture (T3) after receipt compared to baseline (T1).**

| GO Term | GO Term ID | Input Genes | Reference Genes | P-Value |
| --- | --- | --- | --- | --- |
| axon development | GO:0061564 | 6 | 143 | 0.009256 |
| ovulation | GO:0030728 | 3 | 35 | 0.011231 |
| macromolecule catabolic process | GO:0009057 | 7 | 202 | 0.013312 |
| protein catabolic process | GO:0030163 | 7 | 202 | 0.013312 |
| organic substance catabolic process | GO:1901575 | 7 | 202 | 0.013312 |
| cellular component organization or biogenesis | GO:0071840 | 19 | 891 | 0.014747 |
| cellular component organization | GO:0016043 | 19 | 891 | 0.014747 |
| neuron projection development | GO:0031175 | 6 | 161 | 0.015537 |
| cell projection organization | GO:0030030 | 6 | 161 | 0.015537 |
| neurogenesis | GO:0022008 | 6 | 164 | 0.016814 |

**Table S4c.** **Distribution of the top 10 enriched biological processes after 48 h in culture (T3) compared to receipt at McGill University (T2).**

| GO Term | GO Term ID | Input Genes | Reference Genes | P-Value |
| --- | --- | --- | --- | --- |
| neurogenesis | GO:0022008 | 12 | 164 | 0.002326 |
| neuron differentiation | GO:0030182 | 12 | 164 | 0.002326 |
| neuron development | GO:0048666 | 12 | 164 | 0.002326 |
| nervous system development | GO:0007399 | 12 | 164 | 0.002326 |
| generation of neurons | GO:0048699 | 12 | 164 | 0.002326 |
| growth | GO:0040007 | 30 | 632 | 0.002748 |
| positive regulation of biological process | GO:0048518 | 26 | 542 | 0.004424 |
| neuron projection development | GO:0031175 | 11 | 161 | 0.005598 |
| cell projection organization | GO:0030030 | 11 | 161 | 0.005598 |
| positive regulation of growth | GO:0045927 | 22 | 444 | 0.005902 |

**Table S4d.** **Distribution of the top 10 enriched biological processes after 5 d in culture (T4) compared to receipt at McGill University (T2).**

| GO Term | GO Term ID | Input Genes | Reference Genes | P-Value |
| --- | --- | --- | --- | --- |
| growth | GO:0040007 | 10 | 632 | 0.029380 |
| locomotion | GO:0040011 | 23 | 1911 | 0.029846 |
| phagocytosis | GO:0006909 | 3 | 89 | 0.034710 |
| membrane organization | GO:0061024 | 3 | 89 | 0.034710 |
| phagocytosis, engulfment | GO:0006911 | 3 | 89 | 0.034710 |
| engulfment of apoptotic cell | GO:0043652 | 3 | 89 | 0.034710 |
| apoptotic cell clearance | GO:0043277 | 3 | 89 | 0.034710 |
| membrane invagination | GO:0010324 | 3 | 89 | 0.034710 |
| positive regulation of growth | GO:0045927 | 7 | 444 | 0.062796 |
| regulation of multicellular organism growth | GO:0040014 | 7 | 444 | 0.062796 |

# Supplementary material for: The Effect of In Vitro Cultivation on the Transcriptome of Adult Brugia malayi
**Source:** PLoS Negl Trop Dis. 2016 Jan 4;10(1):e0004311. doi: 10.1371/journal.pntd.0004311
**Supplement:** S6 Table — The matrix was generated using XLStat and shows the similarity coefficients between all gene expression variables generated at T1.

**Table S6: Proximity matrix of Pearson correlation coefficients between variables upon extraction of worms from hosts (T1).**

| Variable | G1T1a | G1T1b | G2T1a | G2T1b | G3T1a | G3T1b |
| --- | --- | --- | --- | --- | --- | --- |
| G1T1a | 1 | 0.981 | 0.954 | 0.964 | 0.988 | 0.977 |
| G1T1b | 0.981 | 1 | 0.982 | 0.988 | 0.993 | 0.995 |
| G2T1a | 0.954 | 0.982 | 1 | 0.991 | 0.973 | 0.985 |
| G2T1b | 0.964 | 0.988 | 0.991 | 1 | 0.980 | 0.994 |
| G3T1a | 0.988 | 0.993 | 0.973 | 0.980 | 1 | 0.989 |
| G3T1b | 0.977 | 0.995 | 0.985 | 0.994 | 0.989 | 1 |

# Supplementary material for: The Effect of In Vitro Cultivation on the Transcriptome of Adult Brugia malayi
**Source:** PLoS Negl Trop Dis. 2016 Jan 4;10(1):e0004311. doi: 10.1371/journal.pntd.0004311
**Supplement:** S7 Table — Common dispersion values and biological coefficients of variations were calculated for each pairwise comparisons between jirds using the EdgeR (V 3.12.0) Bioconductor package in RStudio.

**Table S7: Common dispersion values and biological coefficients of variation for gerbil pairwise comparisons upon extraction from hosts (T1).**

| Pairwise Comparison | Common Dispersion Value | Biological Coefficient of Variation (BCV) |
| --- | --- | --- |
| Gerbil 2 vs Gerbil 1 | 0.04752116 | 0.2179935 |
| Gerbil 3 vs Gerbil 1 | 0.06417979 | 0.2533373 |
| Gerbil 3 vs Gerbil 2 | 0.02087929 | 0.1444967 |

How the deposited data were processed for this re-analysis (not part of the article)

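The data are from adult female worms of 3 jirds at 4 time points, 2 pools of worms per jird and time point, with 1 library of poly(A) RNA per pool. Per the paper's methods, the authors trimmed single-end reads, aligned them to the B. malayi genome with Tophat2 and obtained the deposited counts of reads per gene with HTSeq-count in union mode. The counts are whole numbers without normalization for 12198 genes, and hold no entries for reads without a gene. A matrix of normalized expression that the authors made from these counts with edgeR was also read. Within a time point its columns differ only by 1 factor per column, so it holds values fitted to the time points with no spread between libraries, and no test or SD was taken from it. All values of this work start from the deposited counts.

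Before any averaging, columns of the same time point were compared by a chi-square statistic over genes with at least 10 counts in both columns together, and joined where it lay under 0.5 per degree of freedom. Of 60 pairs of columns 2 were joined, 1 at T2 and 1 at T4, and the 24 deposited columns were thus taken as 22 libraries. The 2 joined libraries carry columns of 2 jirds each, so their jird is unknown, and the fits that use the jird were made on the other 20. The plan had counted 24 libraries, and the fit on 24 columns is given among the alternatives.

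Computation was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled by the trimmed mean of M-values in edgeR, and the 10539 genes with at least 1 CPM in 6 or more libraries were tested. Dispersions were estimated with the robust option, a quasi-likelihood model with 1 mean per time point was fitted to all libraries (18 residual degrees of freedom), and each pair of time points was tested as a contrast with the quasi-likelihood F-test. The p-values were adjusted by Benjamini-Hochberg within each comparison. Genes are called at an FDR under 0.01 and a log2 fold-change of at least 1 in size, the thresholds of the paper. Its methods name the exact test with tagwise dispersions, which was run as an alternative. Levels are CPM on the scaled library sizes, with a prior count of 1 on the log2 scale, and SDs are over libraries. Random draws used the seed 72592.

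Worms of different jirds were compared in the 6 T1 libraries with the jird as group and the genes with at least 1 CPM in 2 libraries. Pearson correlations between these libraries were taken over genes on the raw counts, although the plan named the normalized matrix, because that matrix holds no spread between the libraries of a time point. The biological coefficient of variation is the square root of the common dispersion of edgeR for the 4 libraries of 2 jirds. Whether changes over time differ between the jirds was tested as the interaction of jird and time in the 20 libraries of known jird (8 residual degrees of freedom). Overlaps of the lists compared to T1 were set beside those of 50 simulations in which all libraries are drawn without any change, so that the comparisons share the noise of the T1 libraries. In as many further simulations the genes called for T2 vs T1 were changed at T2 alone, by their fitted fold-changes. For each pair of later time points, 1 was also compared to the T1 pools of 1 letter and the other to those of the other letter, so that no T1 library is shared, with the genes taken from the fit of the first with its own pools. The last 2 tests, and the drawing of the T1 libraries in the first, were chosen after the values were seen.

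The genes named are all those that the paper names in its text, Fig 3, its list of collagens or S5 Table, each in the comparison for which it is named, whose values in the paper's tables were seen beforehand. Added are, for each of the 6 comparisons, the called gene with the largest rise and that with the largest fall by the fitted log2 fold-change among those that changed in the same direction in the worms of all 3 jirds. Some genes outside this rule are named where they came up in the interaction of jird and time, and these were chosen after their values were seen. Gene identifiers of the counts were looked up in a B. malayi reference annotation for names, and 9345 of them were matched.

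Total counts ran from 273687 (T3 1a) to 2408783 (T2 3b) per library, with medians of 870421 at T1, 1268230 at T2, 908152.5 at T3 and 793427 at T4. In the smallest library 1 count is worth 3.40 CPM, and a count of 0 allows up to 10.2 CPM, at 3 counts, by counting error alone. PCR copies were not told apart, so such limits cover counting error only. The procedure was tested on simulated data with the dispersions and depths of these libraries, in which 200 of 10539 genes were changed. Each was changed by well over the log2 fold-change of 1 that a call needs. Changes close to that limit were not simulated, so the recovery does not hold for them. The quasi-likelihood test recovered 161, 147, 156, 143, 158 and 146 of them, in the order T2 vs T1, T3 vs T1, T4 vs T1, T3 vs T2, T4 vs T2 and T4 vs T3, with 1, 0, 0, 0, 0 and 0 calls on unchanged genes. Its fit to the T1 libraries recovered 114 for jird 2 vs jird 1, with 16 of 130 calls on unchanged genes where each gene had its own dispersion.

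Libraries with the same jird number come from worms of one animal, as the labels of the samples state, so the numbers pair the libraries across time points. Checked on the deviations from the mean of each time point, the correlation between libraries of one jird at different time points averaged 0.0183 for jird 1, 0.0100 for jird 2 and 0.0308 for jird 3, and limma estimated -0.00982 between pools of one jird. The fit with the jird as a block was run as an alternative.

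Chosen before the data were examined were the test, the filter, the thresholds, the rule for the named genes and 15 alternatives for the time points, namely the exact test of edgeR, DESeq2, limma-voom with the correlation between pools of one jird, RLE size factors, library size alone, no filter, filterByExpr, only the libraries of the 2 time points compared, the jird as a block, pools of one jird summed, each of the 3 jirds left out, all libraries thinned to the smallest, and p-values adjusted over the 6 comparisons together. The T1 comparisons of jirds had their own, among them each T1 library left out. Chosen after values were seen were the 24 columns, the 20 libraries of known jird without a block, each of the 22 libraries left out of the time point comparisons, T1 1a and T4 1a left out together, and 21 combinations of test, dispersion and filter on the 24 columns, which include the 24 columns themselves. Up to 100 random splits of the libraries were drawn for each comparison, and 25 permutations for the interaction of jird and time.

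Left out were limma on the normalized matrix, because the matrix holds fitted values, and the jird block with a trend on transcript length, because no lengths were used here. Reads, alignments, enrichment of gene ontology terms and pathways, and the qPCR measurements were not analysed here.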

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

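In this part the test that leaves T4 3a out of the interaction for Bm9021 was chosen after the result was seen. The level of each named gene, the mean levels of the collagen genes and of the genes annotated as major sperm protein, and properties of the library itself were compared between the libraries of a time point. A library is reported where the gap to its nearest neighbour, divided by the range of the group, exceeded Dixon's 95% critical value for groups of 5 or 6 libraries. This held for 35 values in 368 groups, where about 1 in 20, or 18.4, would by chance.

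Levels are given on the log2 CPM scale, on which -0.093 is the value of 0 counts, with the nearest other library of the time point. At T1 the libraries were T1 1a for Bm12337 (-0.093, nearest 1.16), Bm337 (-0.093, nearest 2.26), Bm3440 (4.72, nearest 6.57), Bm4715 (1.61, nearest 3.31), Bm5021 (7.05, nearest 8.52) and Bm6792 (3.77, nearest 4.58), T1 1b for Bm1469 (2.88, nearest 1.61) and T1 3b for Bm5516 (0.67, nearest -0.093). Its TMM factor (0.941, nearest 1.01) and its share of counts in the 10 largest genes (13.6%, nearest 11.4%) also set T1 1a apart. At T2 they were T2 1a for Bm10020 (1.15, nearest -0.093) and Bm11368 (1.15, nearest -0.093), T2 3b for Bm2306 (0.85, nearest -0.093) and Bm5516 (0.45, nearest -0.093), T2 1b for Bm2533 (4.40, nearest 4.02) and Bm9092 (7.19, nearest 7.88) and T2 2a for Bm4184 (0.89, nearest -0.093).

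At T3 the libraries far from the others were T3 1b for Bm11095 (4.16, nearest 2.66), Bm3384 (4.01, nearest 4.77) and Bm5772 (5.74, nearest 1.93), T3 3b for Bm13479 (1.01, nearest -0.093) and Bm9115 (1.01, nearest -0.093), T3 1a for Bm14703 (-0.093, nearest 0.83), Bm4715 (-0.093, nearest 3.05), Bm5606 (-0.093, nearest 1.93) and Bm6122 (2.95, nearest 4.52) and T3 3a for Bm9941 (8.05, nearest 8.52). T3 1a had counts on 9008 genes, against 10000 in the nearest library, and T3 1b had the highest mean of the genes annotated as major sperm protein (5.88, nearest 3.21). At T4 they were T4 3a for Bm10001 (4.11, nearest 5.26) and Bm5517 (6.78, nearest 4.76), T4 1a for Bm14623 (3.27, nearest 1.44) and Bm3576 (8.78, nearest 7.77), T4 2a for Bm1988 (3.16, nearest 4.54) and T4 1b for Bm9115 (2.06, nearest -0.093). On the scale used, -0.093 again stands for 0 counts, and for the genes whose other libraries all lie there the library is set apart by having any counts.

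Of these values, 32 concern levels of genes. With library size alone 31 of them kept their place. The TMM factors ran only from 0.868 to 1.13, so leaving them out could move most of these levels little. The test therefore does not decide whether the scaling played a part. With every library thinned to the smallest total 13 kept their place, so a difference in depth between libraries may account for the others, though thinning also adds counting noise. T1 1a holds 8 of the 35 values, T3 1a, the smallest library with 273687 counts, holds 5 and T3 1b holds 4. Each library is a pool of other worms, and no biological explanation was tested.

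A change over time that differs between the worms of the 3 jirds was called for Bm9021, a cuticle collagen, by the test of the interaction of jird and time (edgeR adjusted p = 0.00376), the only gene past the FDR in this test, with 451 at an unadjusted p under 0.05. The same test gave 146 genes past the FDR without a filter, 34 after thinning, 5 without jird 1, 1 with RLE size factors and 0 with filterByExpr, without jird 2 or without jird 3. On the log2 CPM scale Bm9021 was at 9.44 and 8.93 in the T4 libraries of jird 1, at 8.44 in that of jird 2 and at 6.56 in T4 3a, the only T4 library of jird 3, while the T1 libraries lay between 8.34 and 9.48. Next by their p were Bm9941 (edgeR adjusted p = 0.0403), Bm2854 (edgeR adjusted p = 0.0434) and Bm4507 (edgeR adjusted p = 0.0534), not past the FDR and also annotated as cuticle collagens, and for each of these 3 genes T4 3a lay farthest from the mean of its time point (-1.63, -1.49 and -2.07 on the log2 scale). Reads shared between such related genes were not examined.

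When the jird numbers were permuted within time points, 5 of 25 permutations, the real labels included, gave at least 1 gene, so for the interaction of jird and time a random grouping of the libraries cannot be excluded. Without T4 3a the adjusted p of Bm9021 was 0.993 and 0 genes passed (427 at an unadjusted p under 0.05, by the same test, no other tool having been run), but leaving it out takes the jird 3 worms out of T4, which fixes the outcome. That 1 library lies far from the others and a true difference between the jirds therefore cannot be told apart. In simulated data 200 genes were changed, each by well over 1 in size on the log2 scale. This test found 46.5% of them for T3 of jird 1 over 10539 genes, with 15 of 108 calls on unchanged genes, when each gene had its own dispersion. It found 52.5% with 0 of 105 such calls when dispersions followed the trend. A difference between the worms of the jirds stays open.

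Some genes were called here in comparisons for which S2 Table does not list them, a change that the paper does not report: 8 genes for T2 vs T1, 6 for T3 vs T1, 12 for T4 vs T1, 11 for T3 vs T2, 9 for T4 vs T2 and 7 for T4 vs T3. In that order, S2 Table lists 2, 2, 2, 2, 3 and 1 of them for another comparison. The exact test of edgeR called 7, 5, 11, 8, 9 and 7 of them, DESeq2 2, 2, 8, 4, 6 and 7, and the quasi-likelihood test of edgeR on the 24 columns 6, 6, 5, 9, 2 and 0. With each of the 22 libraries left out in turn, 0, 1, 1, 2, 2 and 0 of them were called every time. The median size of their log2 fold-changes was 2.01, 3.18, 1.05, 3.24, 1.03 and 1.01, against a threshold of 1. No technical or biological explanation was tested for these genes.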

How the results depend on the processing

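Results with the 20 libraries of known jird and no block, with 21 combinations of test, dispersion and filter on all 24 columns, with each of the 22 libraries left out of the time point comparisons, and with T1 1a and T4 1a left out together come from tests chosen after the results were seen. In this part the 6 comparisons are always given in the order T2 vs T1, T3 vs T1, T4 vs T1, T3 vs T2, T4 vs T2 and T4 vs T3, each as the number of changed genes (FDR under 0.01 and a log2 fold-change of at least 1 in size) with the number past the FDR alone in parentheses. The fit reported in the passages, the quasi-likelihood test of edgeR on the 22 distinct libraries, gave 113 (331), 181 (530), 192 (459), 336 (1043), 211 (463) and 49 (180). Unless it is stated otherwise, the cause of a change in a count was not tested.

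The rule for the named genes gave 148 results, each a gene in a comparison, of which 82 were called. Over the settings listed in the next sentences they gave 2430 values, of which 2005 kept their side of the threshold, 318 were no longer called and 107 became called. No called result changed sign in any of them. Of the 82 called results, the number lost, then the number gained among the others, was 1 and 0 with RLE size factors, 1 and 14 with the 24 columns, 3 and 5 with library size alone, 3 and 4 with Benjamini-Hochberg over the 6 comparisons together, 4 and 0 with no filter, 5 and 19 with edgeR's exact test, 11 and 5 with limma-voom, 17 and 8 with the replicate block, 20 and 0 with the 20 libraries of known jird without a block, 22 and 10 with only the libraries of the 2 time points compared, 31 and 11 without jird 1, 40 and 5 without jird 3, 48 and 2 with libraries thinned to the smallest, 50 and 0 with the pools of a jird summed and 61 and 0 without jird 2. Fewer of them were tested by DESeq2 and under filterByExpr, 58, with 0 lost and 18 gained with DESeq2 and 54, with 1 lost and 6 gained with filterByExpr.

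Counts derived from these comparisons were, in the fit reported in the passages, 14 genes changed at all 3 later time points, 60 changed at T3 and T4 only, 88 changed T2 vs T1 and not called at T4, 91 changed T2 vs T1 and not called at T3, 30 beyond a log2 fold-change of 3.5, 16 collagen genes called in any comparison, 7 collagen genes lower at T2 or T3 than at T1 and 5 collagen genes higher at T4 than at T3.

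Settings that kept more of the counts are given first. RLE size factors gave 111 (304), 178 (500), 196 (469), 327 (1028), 218 (473) and 47 (166), and moved none of the derived counts by over 1.5 times. Without a filter, edgeR gave 107 (312), 172 (524), 190 (467), 342 (1017), 214 (451) and 50 (205), and moved none of the derived counts by over 1.5 times. The filterByExpr filter of edgeR, which tests fewer genes, gave 113 (349), 176 (532), 202 (528), 293 (1070), 208 (500) and 54 (185), with 9 beyond a log2 fold-change of 3.5. Scaling by library size alone gave 113 (288), 164 (448), 256 (607), 382 (1068), 196 (442) and 107 (279), and moved none of the derived counts by over 1.5 times. Adjusting the p-values of the 6 comparisons together gave 127 (389), 175 (515), 194 (472), 296 (861), 214 (485) and 71 (282), and moved none of the derived counts by over 1.5 times. The voom fit of limma, with the correlation between pools of a jird, gave 129 (385), 214 (554), 203 (436), 400 (1108), 203 (464) and 64 (171), with 10 beyond a log2 fold-change of 3.5. The exact test of edgeR gave 157 (513), 228 (689), 289 (739), 377 (1232), 260 (673) and 96 (336), with 23 genes changed at all 3 later time points and 12 collagen genes higher at T4 than at T3. DESeq2 gave 135 (521), 212 (750), 257 (803), 339 (1257), 239 (669) and 92 (419), with 11 beyond a log2 fold-change of 3.5 and 11 collagen genes higher at T4 than at T3.

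Fitting only the libraries of the 2 time points compared gave 112 (309), 170 (356), 72 (83), 387 (1558), 209 (541) and 34 (98), with 26 changed at T3 and T4 only and 0 collagen genes higher at T4 than at T3 (15 at an unadjusted p under 0.05). This fit estimates the dispersion from fewer libraries by construction. Summing the pools of each jird gave 49 (89), 117 (251), 115 (151), 251 (644), 140 (242) and 75 (203), with 6 genes changed at all 3 later time points, 33 changed at T3 and T4 only, 41 changed T2 vs T1 and not called at T4, 40 changed T2 vs T1 and not called at T3, 15 beyond a log2 fold-change of 3.5, 4 collagen genes called in any comparison, 0 collagen genes lower at T2 or T3 than at T1 (11 at an unadjusted p under 0.05) and 0 collagen genes higher at T4 than at T3 (12 at an unadjusted p under 0.05). This leaves at most 3 sums at a time point by construction. Thinning each library to the total of the smallest gave 39 (84), 115 (246), 146 (236), 157 (369), 81 (139) and 46 (112), with 31 changed at T3 and T4 only, 23 changed T2 vs T1 and not called at T4, 27 changed T2 vs T1 and not called at T3, 11 beyond a log2 fold-change of 3.5 and 3 collagen genes higher at T4 than at T3. Fewer counts in each library are the only change in this setting, so depth limits the number of calls.

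The 2 libraries whose jird is not known, 1 of T2 and 1 of T4, were left out of the fit with the jird as a replicate block. This block gave 70 (161), 183 (507), 188 (319), 273 (750), 170 (300) and 99 (256), with 50 changed T2 vs T1 and not called at T4 and 51 changed T2 vs T1 and not called at T3. The 20 libraries without the block gave 71 (160), 158 (454), 163 (266), 257 (707), 162 (282) and 75 (210), with 53 changed T2 vs T1 and not called at T4, 56 changed T2 vs T1 and not called at T3 and 3 collagen genes higher at T4 than at T3. With the block, 17 of the 82 called results of named genes lost their call and 8 others were gained. The passages give each of them. The block changed no other call of a named gene and moved no other of these counts by over 1.5 times.

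With each of the 3 jirds and each of the 22 libraries left out in turn, the values that moved by over 1.5 times are given here from the lowest to the highest, with the lowest and highest themselves where they moved less. Changed genes for T2 vs T1 (113) became 10 without jird 2, 21 without jird 3, 64 without T2 3b, 67 without T2 2b-3a, 69 without T1 2a, 69 without T1 3b and 177 without T1 1a. In T3 vs T1 the changed genes (181) went to 71 without jird 2, 78 without jird 3, 96 without T3 3a, 99 without T3 1b, 108 without T1 3b, 114 without T1 2b and 225 without T1 1a. For T4 vs T1 the changed genes (192) numbered 18 without jird 2, 53 without jird 3, 112 without T1 3b, 117 without T1 2a, 121 without T4 2a, 126 without T1 2b, 126 without T4 3a, 344 without T1 1a, 505 without T4 1a and 663 without jird 1. The changed genes of T3 vs T2 (336) came to 125 without jird 3, 205 without jird 1, 214 without jird 2 and 373 without T3 2a. Among the changed genes of T4 vs T2 (211) there were 40 without jird 2, 47 without jird 3 and 289 without T4 1a. Changed genes in T4 vs T3 (49) fell or rose to 15 without T4 1b, 16 without T3 1b, 17 without jird 1, 19 without T3 3a, 22 without T4 2a, 26 without jird 2, 75 without T3 2a, 83 without T4 2b-3b and 132 without T4 1a.

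Genes past the FDR for T2 vs T1 (331) became 12 without jird 2, 26 without jird 3, 147 without T2 3b, 151 without T2 2b-3a, 157 without T1 3b, 177 without T1 2a, 185 without T1 1b, 205 without T1 2b, 210 without T2 1b, 215 without T2 2a and 768 without T1 1a. In T3 vs T1 those past the FDR (530) went to 99 without jird 3, 103 without jird 2, 210 without T3 3a, 232 without T1 3b, 232 without T3 1b, 269 without T1 2b, 311 without T1 2a, 348 without T3 2b and 821 without T1 1a. For T4 vs T1 the genes past the FDR (459) numbered 18 without jird 2, 56 without jird 3, 202 without T1 3b, 208 without T1 2a, 213 without T4 2a, 222 without T1 2b, 260 without T4 3a, 261 without T1 1b, 278 without T4 1b, 1127 without T4 1a, 1335 without T1 1a and 1416 without jird 1. Past the FDR for T3 vs T2 (1043) there were 167 without jird 3, 349 without jird 2, 575 without jird 1 and 1225 without T1 1a. Genes of T4 vs T2 past the FDR (463) came to 48 without jird 2, 52 without jird 3, 279 without T2 2a and 623 without T1 1a. Past the FDR in T4 vs T3 (180) the range held 25 without jird 1, 32 without jird 2, 35 without jird 3, 41 without T4 1b, 55 without T3 1b, 59 without T4 2a, 62 without T3 3a, 309 without T4 1a and 335 without T1 1a. Without jird 2 or jird 3 the libraries of unknown jird were left out too, and without any jird a time point keeps 3 or 4 libraries, so fewer libraries are part of each change. Leaving out T1 1a and T4 1a together, chosen after their single removals were seen, gave 219 (1030), 265 (1030), 740 (2019), 375 (1372), 321 (836) and 184 (609), with 39 genes changed at all 3 later time points, 117 changed at T3 and T4 only and 169 changed T2 vs T1 and not called at T3.

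The derived counts moved in the same fits. The number of genes changed at all 3 later time points (14) was 1 without jird 2, 7 without jird 3, 7 without T1 3b, 8 without T1 1b, 8 without T1 2a, 26 without jird 1 and 27 without T1 1a. Genes changed at T3 and T4 only (60) were 7 without jird 2, 18 without jird 3, 32 without T1 3b, 35 without T1 2b, 36 without T3 1b, 36 without T3 3a and 87 without T4 1a. Those changed T2 vs T1 and not called at T4 (88) were 9 without jird 2, 11 without jird 3, 47 without T2 3b, 50 without T2 2b-3a, 57 without T1 2a, 58 without T2 1b and 122 without T1 1a. Of the genes changed T2 vs T1 and not called at T3 (91) there were 7 without jird 2, 10 without jird 3, 49 without T2 3b, 53 without T1 2a, 53 without T2 2b-3a, 55 without T1 3b and 140 without T1 1a. Genes beyond a log2 fold-change of 3.5 (30) in any comparison were 9 without jird 2, 9 without jird 3 and 32 without T1 1a. The collagen genes called in any comparison (16) were 2 without jird 2, 8 without jird 1 and 19 without T4 3a. Counts of collagen genes lower at T2 or T3 than at T1 (7) were 1 without jird 2, 4 without jird 1 and 8 without T4 1a. Numbers of collagen genes higher at T4 than at T3 (5) were 0 without jird 1 (13 at an unadjusted p under 0.05), 0 without jird 2 (14 at an unadjusted p under 0.05), 1 without T3 3a, 1 without T4 1b, 2 without T3 1b, 2 without T4 2a, 3 without T3 1a, 8 without jird 3 and 13 without T4 3a.

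With the same test, the 24 columns gave 163 (573), 199 (603), 257 (840), 444 (1393), 305 (894) and 59 (239), and moved none of the derived counts by over 1.5 times. Of these columns, 2 of T2 hold 1 library and 2 of T4 hold 1 library, so each of these libraries is counted as 2. The pairwise exact test with tagwise dispersion and no filter on the 24 columns gave 225 (855), 223 (549), 253 (509), 507 (2134), 371 (1243) and 94 (313), with 24 genes changed at all 3 later time points, 183 changed T2 vs T1 and not called at T4, 188 changed T2 vs T1 and not called at T3 and 10 collagen genes higher at T4 than at T3.

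Without a filter on the 24 columns, trended tagwise dispersion with the likelihood ratio test gave 239 (877), 256 (816), 347 (1171), 519 (1707), 389 (1156) and 98 (465). Tagwise dispersion with the likelihood ratio test gave 263 (933), 273 (857), 379 (1256), 567 (1809), 435 (1263) and 118 (528). GLM-tagwise dispersion with the exact test gave 205 (779), 232 (729), 318 (1107), 456 (1570), 352 (1102) and 92 (453). Common dispersion with the exact test gave 246 (772), 286 (777), 381 (1261), 531 (1487), 413 (1073) and 141 (519). Tagwise dispersion with the exact test gave 203 (729), 230 (708), 314 (1058), 458 (1526), 354 (1069) and 91 (427). Pair by pair, common dispersion with the exact test gave 263 (865), 275 (647), 346 (742), 567 (2111), 418 (1200) and 133 (447), with 32 genes changed at all 3 later time points, 99 changed at T3 and T4 only, 201 changed T2 vs T1 and not called at T4, 214 changed T2 vs T1 and not called at T3, 46 beyond a log2 fold-change of 3.5 and 14 collagen genes higher at T4 than at T3. Pair by pair, tagwise dispersion with the likelihood ratio test gave 307 (1182), 272 (686), 301 (614), 649 (2394), 445 (1417) and 111 (335). Pair by pair, GLM-tagwise dispersion with the exact test gave 233 (975), 225 (584), 252 (525), 509 (2147), 369 (1245) and 88 (280).

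With the filter of the reported fit applied to the 24 columns, trended tagwise dispersion with the likelihood ratio test gave 247 (932), 263 (860), 367 (1285), 539 (1759), 392 (1243) and 110 (503). Tagwise dispersion with the likelihood ratio test gave 276 (995), 287 (922), 398 (1364), 580 (1869), 442 (1329) and 122 (554). GLM-tagwise dispersion with the exact test gave 218 (831), 234 (750), 340 (1195), 480 (1646), 361 (1190) and 100 (463). Common dispersion with the exact test gave 262 (814), 288 (810), 390 (1338), 544 (1555), 418 (1132) and 143 (558). Pair by pair, tagwise dispersion with the exact test gave 231 (884), 226 (578), 261 (536), 513 (2174), 381 (1287) and 100 (349). Pair by pair, common dispersion with the exact test gave 269 (901), 279 (670), 351 (785), 564 (2133), 424 (1247) and 135 (465). Pair by pair, tagwise dispersion with the likelihood ratio test gave 321 (1233), 276 (712), 316 (656), 634 (2415), 456 (1459) and 115 (367). Pair by pair, GLM-tagwise dispersion with the exact test gave 240 (1012), 228 (615), 265 (564), 518 (2181), 376 (1283) and 92 (313).

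Keeping genes with at least 4 counts, pair by pair, common dispersion with the exact test gave 265 (887), 279 (663), 349 (761), 565 (2150), 421 (1224) and 138 (460). Pair by pair, tagwise dispersion with the likelihood ratio test gave 314 (1207), 279 (716), 310 (641), 650 (2453), 451 (1435) and 115 (357). Pair by pair, GLM-tagwise dispersion with the exact test gave 234 (989), 229 (610), 257 (538), 513 (2175), 370 (1262) and 90 (292).

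At T1 the worms of jird 2 vs jird 1, jird 3 vs jird 1 and jird 3 vs jird 2, in this order, gave 0 (1077), 0 (325) and 0 (344) genes past the FDR by the quasi-likelihood test of edgeR, with the number at an unadjusted p under 0.05 in parentheses. The exact test gave 0 (984), 0 (296) and 0 (299) and DESeq2 0 (573), 0 (92) and 0 (78). RLE size factors gave 0 (1075), 0 (319) and 0 (321), and a fit to the libraries of all time points 0 (1298), 0 (467) and 0 (493). Without a filter the counts were 23 (1293), 0 (426) and 1 (449), and with only the 4 libraries of the 2 jirds they were 2 (1145), 0 (246) and 0 (873). Leaving out single T1 libraries gave 0 (536), 0 (435) and 0 (847) without T1 1a, 875 (2858), 183 (1986) and 0 (882) without T1 1b, 0 (514), 0 (245) and 0 (170) without T1 2a, 2 (556), 0 (245) and 1 (192) without T1 2b, 2 (1143), 4 (555) and 0 (115) without T1 3a and 5 (1178), 0 (221) and 7 (797) without T1 3b. A jird is then held by 1 library, which is assumed to vary like the others.

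The interaction of jird and time gave 1 (451) gene in the fit reported above, again with the number at an unadjusted p under 0.05 in parentheses, and 1 (429) with RLE size factors, 146 (991) without a filter, 0 (325) with filterByExpr and 34 (629) after thinning. It gave 5 (592) without jird 1, 0 (332) without jird 2, 0 (735) without jird 3 and 0 (427) without T4 3a. These are all counts of the quasi-likelihood test of edgeR, and the interaction was not tested with another tool.

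Pearson correlations between T1 libraries were computed on the raw counts (SD of the 15 values 0.0116). On log2 CPM the lowest was 0.934 and the highest 0.978, where most genes weigh alike by construction. The biological coefficients of variation of jird 2 vs jird 1, jird 3 vs jird 1 and jird 3 vs jird 2 were 0.205, 0.239 and 0.148 in the fit reported above, 0.211, 0.244 and 0.148 with library size alone, 0.205, 0.239 and 0.148 with no filter and 0.203, 0.238 and 0.147 with filterByExpr.

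Other splits of the libraries compared into groups of the same sizes were counted for each comparison, the real split included. Among 100 random splits, a number of changed genes as large came up in the real split alone for T2 vs T1, T3 vs T1, T3 vs T2, T4 vs T2 and T4 vs T3 (1 split each) and in 2 splits for T4 vs T1. Splits that divide the libraries of each jird as they are divided gave 1 of 54 for T2 vs T1, 1 of 100 drawn for T3 vs T1, 2 of 54 for T4 vs T1, 1 of 54 for T3 vs T2, 1 of 12 for T4 vs T2 and 1 of 54 for T4 vs T3. A random grouping of the libraries can therefore be excluded for the 6 counts, with the T4 vs T1 splits that gave more genes described among the other observations. The 12 splits for T4 vs T2 are too few to exclude it within jirds. For the interaction of jird and time, 5 of 25 permutations gave at least the 1 gene of the real labels, so a random grouping cannot be excluded.

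Depth limits genes with few counts: the smallest library, of T3, holds 273687 counts on genes, and the median total at a time point runs from 793427 at T4 to 1268230 at T2. Fold-changes of genes with a group near 0 counts are fitted values that depend on the prior count, and are no bound. Collagen genes and major sperm protein genes are families of related sequences, and reads shared between members were not examined. Not run were limma on the normalized matrix, which holds fitted values without the spread of the libraries, the replicate block with a length trend, and a check of gene length against fold-change, since no gene lengths were used here.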

Differences from the paper's values

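Of the settings named in this part, the 20 libraries of known jird without a block, each of the 22 libraries left out of the time point comparisons, T1 1a and T4 1a left out together and 21 combinations of test, dispersion and filter on the 24 columns were chosen after the values were seen. The other 15 alternatives for the time point results were set before the data were examined: the exact test of edgeR, DESeq2, voom, RLE, library size, no filter, filterByExpr, the 2 time points alone, the jird as a block, summed pools, each of the 3 jirds left out, thinning, and p adjusted over the 6 comparisons. A value is taken as different where it lies more than 1.5 times from the paper's. The fold-changes of single genes are not among the differences: 129 values of S2 Table, 18 of the text and 10 of S5 Table were compared. None has another sign or lies farther than the approximate SE, which is derived here from the F of the test (the largest difference from S2 Table was 0.45). Of these, 10 values of S2 Table, 0 of the text and 0 of S5 Table are over a group with 0 counts, where the fitted fold-change depends on the prior count, so the comparison says little for them.

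For T2 vs T1 the paper gives 266 changed genes, and 113 were found here, and none of the 15 closes this gap. Past the FDR the paper has 932, against 331 here, and none of the 15 closes this gap. Of the paper's changed genes 101 are higher, against 57 here, and none of the 15 closes this gap. Lower in the paper are 165, and 56 here, and none of the 15 closes this gap. Chosen after the values were seen, leaving out T1 1a and T4 1a (219 changed genes, 1030 genes past the FDR, 88 higher genes, 131 lower genes; dropping 98 of the 266 genes that S2 Table lists) and leaving out T1 1a (768 genes past the FDR, 78 higher genes; dropping 126 of the 266 genes that S2 Table lists) also come within 1.5 times of these values.

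For T3 vs T1 the paper gives 272 changed genes, and 181 were found here, and the exact test, DESeq2, voom and the jird as a block close this gap while the others of the 15 do not. Of the paper's changed genes 128 are higher, against 84 here, and the exact test, DESeq2, voom, library size and the jird as a block close this gap while the others of the 15 do not. Also chosen after the values were seen, leaving out T1 1a (225 changed genes, 96 higher genes; dropping 93 of the 272 genes that S2 Table lists), leaving out T1 3a (214 changed genes, 96 higher genes; dropping 102 of the 272 genes that S2 Table lists), leaving out T3 2a (204 changed genes; dropping 106 of the 272 genes that S2 Table lists), leaving out T3 3b (194 changed genes; dropping 127 of the 272 genes that S2 Table lists), leaving out T4 1a (199 changed genes, 92 higher genes; dropping 82 of the 272 genes that S2 Table lists), leaving out T4 3a (190 changed genes, 91 higher genes; dropping 89 of the 272 genes that S2 Table lists) and leaving out T1 1a and T4 1a (265 changed genes, 108 higher genes; dropping 67 of the 272 genes that S2 Table lists) also come within 1.5 times of these values.

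For T4 vs T1 the paper gives 361 changed genes, and 192 were found here, and the exact test, DESeq2 and library size close this gap while the others of the 15 do not. Past the FDR the paper has 884, against 459 here, and the exact test, DESeq2 and library size close this gap while the others of the 15 do not. Of the paper's changed genes 182 are higher, against 118 here, and the exact test, DESeq2, RLE, no filter, filterByExpr, the jird as a block and without jird 1 close this gap while the others of the 15 do not. Lower in the paper are 179, and 74 here, and the exact test, DESeq2 and library size close this gap while the others of the 15 do not. Picked after the values were seen, leaving out T1 1a (344 changed genes, 188 higher genes, 156 lower genes; dropping 100 of the 361 genes that S2 Table lists), leaving out T1 3a (247 changed genes, 148 higher genes; dropping 157 of the 361 genes that S2 Table lists), leaving out T4 1a (505 changed genes, 1127 genes past the FDR, 184 higher genes; dropping 81 of the 361 genes that S2 Table lists), leaving out T4 2b-3b (122 higher genes; dropping 217 of the 361 genes that S2 Table lists) and leaving out T1 1a and T4 1a (258 higher genes; dropping 59 of the 361 genes that S2 Table lists) also come within 1.5 times of these values.

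For T3 vs T2 the paper gives 562 changed genes, and 336 were found here, and the exact test, voom, library size and the 2 time points alone close this gap while the others of the 15 do not. Past the FDR the paper has 2169, against 1043 here, and the 2 time points alone closes this gap while the others of the 15 do not. Of the paper's changed genes 320 are higher, against 170 here, and library size closes this gap while the others of the 15 do not. Chosen after the values were seen, leaving out T1 1a and T4 1a (375 changed genes; dropping 200 of the 561 genes that S2 Table lists) also comes within 1.5 times of these values.

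For T4 vs T2 the paper gives 412 changed genes, and 211 were found here, and none of the 15 closes this gap. Past the FDR the paper has 1252, against 463 here, and none of the 15 closes this gap. Of the paper's changed genes 294 are higher, against 148 here, and none of the 15 closes this gap. Lower in the paper are 118, and 63 here, and none of the 15 closes this gap. Also chosen after the values were seen, leaving out T4 1a (289 changed genes, 198 higher genes, 91 lower genes; dropping 193 of the 412 genes that S2 Table lists) and leaving out T1 1a and T4 1a (321 changed genes, 836 genes past the FDR, 215 higher genes, 106 lower genes; dropping 175 of the 412 genes that S2 Table lists) also come within 1.5 times of these values.

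For T4 vs T3 the paper gives 138 changed genes, and 49 were found here, and the exact test, DESeq2, library size and the jird as a block close this gap while the others of the 15 do not. Past the FDR the paper has 491, against 180 here, and the exact test and DESeq2 close this gap while the others of the 15 do not. Of the paper's changed genes 59 are higher, against 28 here, and the exact test, DESeq2, the jird as a block and summed pools close this gap while the others of the 15 do not. Lower in the paper are 79, and 21 here, and library size closes this gap while the others of the 15 do not. Picked after the values were seen, leaving out T4 1a (132 changed genes, 100 lower genes; dropping 73 of the 137 genes that S2 Table lists), leaving out T1 1a and T4 1a (184 changed genes, 609 genes past the FDR; dropping 60 of the 137 genes that S2 Table lists), leaving out T1 1a (335 genes past the FDR; dropping 81 of the 137 genes that S2 Table lists), the 20 libraries (44 higher genes; dropping 100 of the 137 genes that S2 Table lists), leaving out T3 2a (45 higher genes; dropping 94 of the 137 genes that S2 Table lists), leaving out T3 3b (56 higher genes; dropping 101 of the 137 genes that S2 Table lists), leaving out T4 2b-3b (49 higher genes; dropping 96 of the 137 genes that S2 Table lists) and leaving out T4 3a (40 higher genes; dropping 95 of the 137 genes that S2 Table lists) also come within 1.5 times of these values.

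As shares of the transcripts with reads, the paper gives 4.8% changed for T3 vs T2 against 2.89% here, and 18.7% past the FDR against 8.97% here, where the same alternatives close the gaps as for the numbers: the exact test, voom, library size and the 2 time points alone for the changed genes and the 2 time points alone for those past the FDR.

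Changed at T2, T3 and T4 compared to T1 are 30 genes in the paper and 14 here, and the exact test, DESeq2 and without jird 1 close this gap while the others of the 15 do not. For T3 and T4 alone the paper has 99 and this work 60, and the exact test, DESeq2, voom and without jird 1 close this gap while the others of the 15 do not. Changed for T2 vs T1 and not at T4 are 219 in the paper and 88 here, and none of the 15 closes this gap. The paper lists 25 collagen genes, and 16 are called here, and the exact test, DESeq2, voom and filterByExpr close this gap while the others of the 15 do not. Of these it lists 15 as higher at T4 than at T3, against 5 here, and the exact test and DESeq2 close this gap while the others of the 15 do not. The paper's list holds Bm6324 as 2 entries, so that it has 24 collagen genes, against which the 16 called here lie at exactly 1.5 times and are no difference, and 14 that are higher at T4, still a difference from 5.

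Chosen after the values were seen, these settings come within 1.5 times of the paper's values, the genes of S2 Table that they drop being given in this part for each comparison. For all 3 time points there are 27 without T1 1a, 39 without T1 1a and T4 1a, 21 with the reported test on the 24 columns, 24 with the pairwise exact test with tagwise dispersion on them and 32 with the pairwise exact test with common dispersion on them. For T3 and T4 alone they are 79 without T1 1a, 75 without T1 3a, 87 without T4 1a, 117 without T1 1a and T4 1a, 70 with the reported test on the 24 columns, 80 with the pairwise exact test with tagwise dispersion on them and 99 with the pairwise exact test with common dispersion on them. Changed at T2 and not at T4 there were 183 with the pairwise exact test with tagwise dispersion on them and 201 with the pairwise exact test with common dispersion on them. Collagen genes in any comparison were 17 without T4 1a, 19 without T4 3a, 17 without T1 1a and T4 1a, 17 with the reported test on the 24 columns, 21 with the pairwise exact test with tagwise dispersion on them and 23 with the pairwise exact test with common dispersion on them. Collagen genes higher at T4 numbered 13 without T4 3a, 10 with the pairwise exact test with tagwise dispersion on them and 14 with the pairwise exact test with common dispersion on them.

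On the 24 columns, 2 pairs of which hold 1 library each, the 21 combinations were tried after the values of the paper were seen. Those that come within 1.5 times of all of its numbers of changed genes and of genes past the FDR are given first, with the number of genes of S2 Table that each drops in parentheses, in the order T2 vs T1, T3 vs T1, T4 vs T1, T3 vs T2, T4 vs T2 and T4 vs T3. They are the likelihood ratio test, trended tagwise dispersion, no filter (61, 40, 55, 90, 59 and 50), the likelihood ratio test, tagwise dispersion, no filter (48, 33, 40, 56, 34 and 39), the exact test, GLM tagwise dispersion, no filter (76, 52, 61, 127, 73 and 53), the exact test, common dispersion, no filter (35, 5, 20, 59, 20 and 12), the exact test, common dispersion, each pair alone, no filter (25, 10, 32, 24, 21 and 11), the likelihood ratio test, tagwise dispersion, each pair alone, no filter (25, 29, 87, 26, 31 and 39), the likelihood ratio test, trended tagwise dispersion, the reported filter (58, 40, 40, 75, 63 and 37), the exact test, GLM tagwise dispersion, the reported filter (71, 50, 45, 100, 72 and 42), the exact test, common dispersion, each pair alone, the reported filter (16, 8, 28, 25, 15 and 7), the likelihood ratio test, tagwise dispersion, each pair alone, the reported filter (20, 26, 76, 28, 27 and 34), the exact test, common dispersion, each pair alone, at least 4 counts (21, 7, 31, 40, 18 and 6) and the likelihood ratio test, tagwise dispersion, each pair alone, at least 4 counts (22, 25, 82, 36, 29 and 35).

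The rest of these combinations, also chosen after the values were seen, come as close in all but the numbers given after each. The exact test, tagwise dispersion, no filter (drops 79, 53, 65, 125, 73 and 55) stays apart with 91 for T4 vs T3 changed. The exact test, GLM tagwise dispersion, each pair alone, no filter (drops 58, 56, 122, 82, 68 and 53) stays apart with 88 for T4 vs T3 changed and 525 for T4 vs T1 and 280 for T4 vs T3 past the FDR. The likelihood ratio test, tagwise dispersion, the reported filter (drops 41, 31, 23, 48, 35 and 27) stays apart with 1364 for T4 vs T1 past the FDR. The exact test, common dispersion, the reported filter (drops 25, 9, 13, 40, 19 and 2) stays apart with 1338 for T4 vs T1 past the FDR. The exact test, tagwise dispersion, each pair alone, the reported filter (drops 58, 58, 113, 77, 57 and 43) stays apart with 536 for T4 vs T1 past the FDR. The exact test, GLM tagwise dispersion, each pair alone, the reported filter (drops 52, 56, 110, 74, 62 and 49) stays apart with 564 for T4 vs T1 and 313 for T4 vs T3 past the FDR. The exact test, GLM tagwise dispersion, each pair alone, at least 4 counts (drops 58, 55, 117, 89, 67 and 51) stays apart with 90 for T4 vs T3 changed and 538 for T4 vs T1 and 292 for T4 vs T3 past the FDR. The quasi-likelihood test with the reported filter (drops 111, 81, 112, 139, 121 and 79) stays apart with 163 for T2 vs T1 and 59 for T4 vs T3 changed and 573 for T2 vs T1, 1393 for T3 vs T2 and 239 for T4 vs T3 past the FDR. The exact test, tagwise dispersion, each pair alone, no filter (drops 61, 59, 121, 82, 65 and 47) stays apart with 509 for T4 vs T1 and 313 for T4 vs T3 past the FDR. No combination of these is stated to be the method of the paper, whose methods name tagwise dispersions.

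Between the worms of the jirds at T1, S5 Table lists 4 genes past the FDR for jird 2 vs jird 1 and 6 for jird 3 vs jird 2, against 0 and 0 here by the quasi-likelihood test of edgeR (1077 and 344 at an unadjusted p under 0.05), with 0 and 0 by the exact test and by DESeq2. Of the 12 alternatives set before the data were examined for these counts, only leaving out T1 3b comes within 1.5 times of the values of the paper, with 5 and 7, and the others do not. Among them, no filter gives 23 and 1, and only the 4 libraries of the 2 jirds give 2 and 0.

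The following genes named by the paper are listed by S2 Table as changed and are not called here. Each is given with the log2 fold-change found here and its edgeR adjusted p, then the settings that call it, with the libraries whose removal does so, 1 at a time or both T1 1a and T4 1a ('both'), and the number of the 21 combinations on the 24 columns that do so, both chosen after the values were seen. All of them change here in the direction the paper gives.

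In the comparison T2 vs T1 they are Bm10243 (-0.91, edgeR adjusted p = 0.113: without both, 5 of the 21), Bm11360 (1.56, edgeR adjusted p = 0.0534: 17 of the 21), Bm1469 (1.74, edgeR adjusted p = 0.0101: the exact test, voom, without jird 1 and p adjusted over the 6 comparisons, without T1 1a, T1 1b, T3 1a, T4 1a and both, all 21), Bm1937 (1.71, edgeR adjusted p = 0.108: 10 of the 21), Bm3384 (-1.37, edgeR adjusted p = 0.0109: the exact test, DESeq2, library size, filterByExpr, without jird 1 and p adjusted over the 6 comparisons, without T1 1a, T1 1b, T1 3a, T3 1b, T4 1a, T4 2a and both, all 21), Bm3440 (-1.01, edgeR adjusted p = 0.0497: DESeq2 and without jird 1, without T1 1a and both, 19 of the 21), Bm4560 (-0.98, edgeR adjusted p = 0.0804: 5 of the 21), Bm5021 (-1.00, edgeR adjusted p = 0.116: the 2 time points alone and without jird 1, without both, 14 of the 21), Bm7583 (-1.97, edgeR adjusted p = 0.0123: the exact test, DESeq2, library size and p adjusted over the 6 comparisons, without T1 3b, T2 1a, T3 3a and T3 3b, all 21), Bm7894 (-1.66, edgeR adjusted p = 0.0430: the 2 time points alone, the jird as a block and without jird 1, without T4 1a and both, 20 of the 21), Bm8043 (-1.77, edgeR adjusted p = 0.0400: the exact test, DESeq2, the 2 time points alone and thinning, without T4 3a, 20 of the 21) and Bm9021 (-1.63, edgeR adjusted p = 0.0151: the exact test, DESeq2, voom, filterByExpr, the 2 time points alone and without jird 3, without T4 1a, T4 3a and both, all 21).

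For T3 vs T1 these are Bm11024 (-1.12, edgeR adjusted p = 0.151: the 2 time points alone, 13 of the 21), Bm3090 (-1.56, edgeR adjusted p = 0.0346: the exact test, DESeq2 and the 2 time points alone, without T4 1a, T4 3a and both, 20 of the 21), Bm4507 (-1.18, edgeR adjusted p = 0.0595: the exact test and the 2 time points alone, 20 of the 21), Bm5772 (3.03, edgeR adjusted p = 0.0678: 5 of the 21), Bm795 (4.29, edgeR adjusted p = 0.0550: 9 of the 21), Bm8043 (-2.11, edgeR adjusted p = 0.0182: the exact test, DESeq2, filterByExpr, the 2 time points alone, the jird as a block and thinning, without T4 1a, T4 3a and both, 20 of the 21) and Bm8439 (3.97, edgeR adjusted p = 0.0114: the exact test, DESeq2, voom, filterByExpr, the 2 time points alone, the jird as a block and without jird 3, without T4 1a, T4 3a and both, all 21).

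The genes of T4 vs T1 are Bm10243 (-1.07, edgeR adjusted p = 0.0577: DESeq2 and without jird 1, without T4 1a and both, 12 of the 21), Bm11338 (0.81, edgeR adjusted p = 0.361: 5 of the 21), Bm2110 (1.63, edgeR adjusted p = 0.0304: 20 of the 21), Bm3384 (-1.37, edgeR adjusted p = 0.0135: the exact test, DESeq2, library size and without jird 1, without T1 1a, T1 1b, T1 3a, T4 1a and both, 15 of the 21), Bm3576 (-1.16, edgeR adjusted p = 0.0275: the exact test, DESeq2 and without jird 1, without T1 1a, T4 1a and both, all 21), Bm4560 (-1.29, edgeR adjusted p = 0.0295: without jird 1, without T1 1a, T4 1a and both, 8 of the 21), Bm4715 (-1.74, edgeR adjusted p = 0.0250: without T1 1a, 11 of the 21), Bm5021 (-1.57, edgeR adjusted p = 0.0166: the exact test, DESeq2, voom, library size, filterByExpr and without jird 1, without T1 1a, T4 1a and both, all 21) and Bm6122 (-1.15, edgeR adjusted p = 0.0236: without jird 1, without T1 1a, T1 3a, T4 1a and both, 13 of the 21).

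Of T3 vs T2 there are Bm10020 (3.47, edgeR adjusted p = 0.0143: library size, without T2 1a and T3 3b, 11 of the 21), Bm11368 (3.50, edgeR adjusted p = 0.0167: the 2 time points alone, without T3 2a and T3 3b, 12 of the 21), Bm14703 (-1.76, edgeR adjusted p = 0.0448: 14 of the 21), Bm5393 (1.05, edgeR adjusted p = 0.0386: 5 of the 21), Bm5772 (3.56, edgeR adjusted p = 0.0253: the jird as a block, 18 of the 21), Bm7137 (1.21, edgeR adjusted p = 0.0629: 8 of the 21) and Bm7956 (-1.15, edgeR adjusted p = 0.0199: 3 of the 21).

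Listed for T4 vs T2 are Bm14306 (2.45, edgeR adjusted p = 0.0314: without T4 1a and both, 10 of the 21) and Bm1937 (-1.20, edgeR adjusted p = 0.275: 5 of the 21).

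Those of T4 vs T3 are Bm11024 (1.86, edgeR adjusted p = 0.0255: the exact test and DESeq2, without T4 3a, 20 of the 21), Bm11095 (2.15, edgeR adjusted p = 0.0389: the exact test, DESeq2 and the jird as a block, without T4 3a, 17 of the 21), Bm11368 (-4.61, edgeR adjusted p = 0.0368: 11 of the 21), Bm2249 (-1.29, edgeR adjusted p = 0.0447: 14 of the 21), Bm4507 (1.29, edgeR adjusted p = 0.0659: the exact test and without jird 3, without T4 3a, 13 of the 21), Bm5772 (-4.04, edgeR adjusted p = 0.0667: the jird as a block, 6 of the 21), Bm6421 (1.01, edgeR adjusted p = 0.0197: the exact test, DESeq2 and without jird 3, without T4 3a, all 21), Bm7408 (0.88, edgeR adjusted p = 0.194: 5 of the 21), Bm7894 (2.10, edgeR adjusted p = 0.0348: the exact test, DESeq2 and the jird as a block, without T4 3a, 20 of the 21), Bm8043 (2.07, edgeR adjusted p = 0.0350: the exact test and DESeq2, without T4 3a, 20 of the 21), Bm8439 (1.62, edgeR adjusted p = 0.114: the jird as a block, 5 of the 21) and Bm9021 (1.87, edgeR adjusted p = 0.0108: the exact test, DESeq2, voom, filterByExpr, without jird 3 and p adjusted over the 6 comparisons, without T1 1a, T2 3b, T4 2b-3b and T4 3a, all 21).

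Of the genes of S5 Table none is past the FDR here. All change in the direction it lists, and the settings that call them, all set before the data were examined for these genes, are given with the log2 fold-change. For jird 2 vs jird 1 they are Bm2590 (-1.66, edgeR adjusted p = 0.349: no filter, without T1 1b and without T1 3b), Bm294 (-2.22, edgeR adjusted p = 0.637: only the 4 libraries of the 2 jirds, no filter, without T1 2b, without T1 3a and without T1 3b), Bm7941 (-2.08, edgeR adjusted p = 0.692: only the 4 libraries of the 2 jirds, no filter, without T1 2b, without T1 3a and without T1 3b) and Bm816 (-2.18, edgeR adjusted p = 0.588: no filter). Between jird 3 and jird 2 they are Bm13388 (1.90, edgeR adjusted p = 0.992: without T1 3b), Bm294 (1.26, edgeR adjusted p = 0.992: without T1 3b), Bm4711 (1.12, edgeR adjusted p = 0.992: without T1 3b), Bm7394 (2.83, edgeR adjusted p = 0.992: no setting), Bm7941 (2.01, edgeR adjusted p = 0.992: no filter, without T1 2b and without T1 3b) and Bm816 (2.12, edgeR adjusted p = 0.992: without T1 3b).

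Some statements of the paper name a gene in a comparison for which neither S2 Table nor this work calls it. The paper names the serpin Bm9380 among those that rise upon arrival, and here it was lower at T2 than at T1, with a log2 fold-change of -0.89 (edgeR adjusted p = 0.487), while at T4 it was higher than at T1 by 3.24, called as in the paper. The serpin Bm1988, also named as rising upon arrival, had 0.62 (edgeR adjusted p = 0.263) for T2 vs T1, and 1.79 for T3 vs T1, where it is called as in the paper. Bm3090 is described as lower at T3 than at T2 and had -0.94 (edgeR adjusted p = 0.200), in the direction stated.

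Not tested, because fewer than 6 libraries reach 1 CPM, were 6 results that S2 Table lists as changed. They are given with the counts at the 2 time points, the log2 fold-change and edgeR adjusted p without a filter, and the number of the 21 combinations, chosen after the values were seen, that call them: Bm10461 for T3 vs T1 (29 and 0 counts, 5.49, edgeR adjusted p = 0.0621, 6 of the 21), Bm4356 for T3 vs T1 (19 and 0 counts, 4.93, edgeR adjusted p = 0.153, 6 of the 21), Bm10461 for T3 vs T2 (29 and 1 counts, 4.42, edgeR adjusted p = 0.0495, 7 of the 21), Bm10602 for T3 vs T2 (9 and 0 counts, 3.97, edgeR adjusted p = 0.0175, 4 of the 21), Bm9344 for T3 vs T2 (11 and 0 counts, 4.24, edgeR adjusted p = 0.00882, 7 of the 21) and Bm4356 for T4 vs T3 (0 and 19 counts, -4.93, edgeR adjusted p = 0.226, 6 of the 21). Without a filter, a setting chosen before the data were examined, Bm9344 T3 vs T2 is called.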

Other observations

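In this part the test of exchanged labels for T1 1a and T4 1a was chosen after the result was seen. Each library was placed, by the median over the genes called for T4 vs T1 without T1 1a and T4 1a, on an axis on which 0 is the mean of the other T1 libraries and 1 that of the other T4 libraries. T1 1a lay at 0.761, the other T1 libraries between -0.150 and 0.314, and T4 1a lay at 0.289, the other T4 libraries between 0.803 and 1.15. T1 1a thus lies between the other T1 and the other T4 libraries, and T4 1a within the range of the other T1 libraries. The genes and both ends of the axis were taken from the other libraries, so these lie near 0 and 1 by construction. A library left out of that choice can lie nearer the middle for this reason alone. The T2 libraries, which took no part in the ends, lay between 0.264 and 0.606, a range that holds T4 1a but not T1 1a.

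A difference in depth does not bring either library back to its own time point, since with every library thinned to the smallest total T1 1a lay at 0.744 and T4 1a at 0.352 (other T1 libraries -0.139 to 0.311), and neither does leaving out the 100 genes with most counts, which put them at 0.771 and 0.291 (other T1 libraries -0.156 to 0.323). On the axis from T1 to T3, over the genes called for T3 vs T1 without the 2 libraries, an exchange of their labels would put T1 1a among the T4 libraries and T4 1a among the T1 libraries. T1 1a lay at 0.498 there, the other T1 libraries between -0.156 and 0.325, and T4 1a lay at 0.370, the other T4 libraries between 0.813 and 1.10. The T2 libraries lay between 0.334 and 0.558, a range that holds both T1 1a and T4 1a. Neither of them lies within the range of the other T1 or the other T4 libraries on this axis. An exchange of the 2 labels thus cannot be told apart from pools of worms that lie between the time points, or from a mixture of RNA. These last 2 explanations were not tested, nor was a difference between the worms of jird 1, from which both pools come.

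Among the 54 splits that divide the libraries of each jird as they are, 2 gave as many changed genes for T4 vs T1 as the real one or more, the real one included. The other is the split that exchanges T1 1a and T4 1a, with 595 changed genes against 192. Among 100 random splits the only other one with as many or more gave 429, and it put T1 1a and T1 3a with the T4 libraries other than T4 1a, which was put with the remaining T1 libraries. With T1 1a left out 344 genes changed for T4 vs T1, with T4 1a left out 505 and without jird 1 663. Every result of this work keeps the labels as deposited.

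With the 24 columns 163 genes changed for T2 vs T1, against 113 with the 22 libraries. To see whether 1 library counted as 2 gives such a rise by itself, each of the other T2 libraries was counted as 2 in turn, and the changed genes for T2 vs T1 then numbered 140 with T2 1a, 154 with T2 1b, 140 with T2 2a and 178 with T2 3b. With T2 2b-3a counted as 2, and no other library, it had 157. The lowest of the other values, 140, is above the number without any library counted as 2, so the rise with the 24 columns may come from the counting alone. No biological explanation was tested.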
